# Identification of early ammonium nitrate-responsive genes in rice roots

**DOI:** 10.1038/s41598-017-17173-9

**Published:** 2017-12-04

**Authors:** Hsiu-Chun Yang, Chia-Cheng Kan, Tzu-Huan Hung, Ping-Han Hsieh, Shi-Yun Wang, Wei-Yu Hsieh, Ming-Hsiun Hsieh

## Abstract

Ammonium has long been used as the predominant form of nitrogen source for paddy rice (*Oryza sativa*). Recently, increasing evidence suggests that nitrate also plays an important role for nitrogen acquisition in the rhizosphere of waterlogged paddy rice. Ammonium and nitrate have a synergistic effect on promoting rice growth. However, the molecular responses induced by simultaneous treatment with ammonium and nitrate have been less studied in rice. Here, we performed transcriptome analysis to identify genes that are rapidly regulated by ammonium nitrate (1.43 mM, 30 min) in rice roots. The combination of ammonium and nitrate preferentially induced the expression of nitrate-responsive genes. Gene ontology enrichment analysis revealed that the early ammonium nitrate-responsive genes were enriched in “regulation of transcription, DNA-dependent” and “protein amino acid phosphorylation” indicating that some of the genes identified in this study may play an important role in nitrogen sensing and signaling. Several defense/stress-responsive genes, including some encoding transcription factors and mitogen-activated protein kinase kinase kinases, were also rapidly induced by ammonium nitrate. These results suggest that nitrogen metabolism, signaling, and defense/stress responses are interconnected. Some of the genes identified here may be involved in the interaction of nitrogen signaling and defense/stress-response pathways in plants.

## Introduction

Nitrogen (N) is one of the most important nutrients for plant growth and development. N deficiency commonly occurs in almost all farmlands, unless N is supplied as a fertilizer or manure. Moreover, the Green Revolution rice cultivars developed in 1960’s (and consequently most of the rice cultivars grown today) require the use of N fertilizers to produce high yields^1^. In the last 50 years, the amounts of synthetic N fertilizers applied to rice have risen dramatically. However, only less than half of the applied N fertilizers can be absorbed by the crop plants^2^, with most of the unused N fertilizer leaching into water or lost to the atmosphere, which can have severe environmental consequences. Application of large amounts of N fertilizers also is economically unsustainable. Therefore, we have an urgent need to develop new solutions to decrease the utilization of N fertilizers while maintaining, or preferably increasing rice production.

N sources in soil or derived from applied N fertilizers are mostly inorganic forms. The inorganic N, mainly nitrate or ammonium, absorbed by plants will be reduced and assimilated into organic N compounds, e.g. glutamine and glutamate, via the glutamine synthetase/glutamine-oxoglutarate aminotransferase (GS/GOGAT) cycle, and these organic forms will be further used for the biosynthesis of other N-containing metabolites to support growth and development. In addition to inorganic N, natural environments also contain amino acids, small polypeptides, and other N-containing organic compounds secreted by living organisms or derived from the decay of organic matter. Plants also can use these organic forms of N^3^. Plants have evolved systems to take up inorganic and organic N to utilize the heterogeneous N sources available in the soil^4^. Still, inorganic N, in particular N fertilizers, provides the predominant N source for crop production. If we can develop a strategy to enhance inorganic N use efficiency in plants, it will not only increase crop yield but also decrease the use of N fertilizers.

Several approaches have manipulated N metabolism and transporter genes to increase N use efficiency in plants. For instance, overexpression of cytosolic GS increased plant height and dry weight under low-N conditions in tobacco^5^. Transgenic maize constitutively overexpressing *GLN1-3*, which encodes a cytosolic GS, in leaves showed a 30% increase in kernel number^6^. Overexpression of NADH-GOGAT in rice produced an increase in grain weight^7^. Overexpression of the *ALANINE AMINOTRANSFERASE* gene also enhanced N use efficiency and biomass in rice and canola^8,9^. Transgenic rice overexpressing an ammonium transporter gene *OsAMT1;1* showed superior growth and higher yield^10^. Overexpression of nitrate transporter genes *OsNRT2.1*, *OsPTR9*, and *OsNRT2.3b*, increased N use efficiency, plant growth, and grain yield in rice^11–13^.

In addition, genetic engineering of N regulatory genes also enabled plants to use N more efficiently. For instance, overexpression of the maize Dof1 transcription factor improved N assimilation and growth under low-N conditions in Arabidopsis and rice^14,15^. Overexpression of *RICE DOF DAILY FLUCTUATION 1* (*RDD1*) increased N responsiveness and grain productivity in rice^16^. Reduced expression of *OsCKX2* encoding a cytokinin oxidase/dehydrogenase caused cytokinin accumulation in inflorescence meristems and increased the number of reproductive organs, resulting in enhanced grain yield in rice^17^.

Transcriptome analysis revealed that the expression of *OsENOD93-1* responded significantly to both increased and decreased N^18^. Interestingly, transgenic rice overexpressing the *OsENOD93-1* gene had increased shoot dry biomass and seed yield^18^. Ectopic expression of a plant-specific gene encoding the G protein γ subunit DEFENSE AND ERECT PANICLES 1 (DEP1) improved harvest index and grain yield at moderate levels of N fertilization^19^. The expression of *DEP1* was positively regulated by N fertilizer^19^.

The identification of N-responsive genes and further manipulation of these genes may enable approaches to produce plants that use N more efficiently. Microarray and RNA-seq analyses have been used to study genome-wide changes in gene expression in response to changes in N conditions. For instance, nitrate-responsive genes have been identified by numerous microarray studies in Arabidopsis and rice^18,20–24^. Transcriptome analyses using microarrays^25^ or RNA-seq.^26^ have identified ammonium-responsive genes in rice. Recently, microarray analysis was used to study responses of rice seedlings to imbalanced carbon/nitrogen availabilities^27^. In addition, microarray and RNA-seq analyses have been applied to identify N starvation responsive genes in rice^28–30^.

Ammonium has long been considered as the primary form of N source for paddy rice due to the anaerobic soil conditions in flooded fields^31^. However, aerenchyma cells in rice roots can transfer oxygen to the rhizosphere, where nitrification of ammonium to nitrate can occur^32^. It has been estimated that 25–40% of total crop N derives from nitrate in the waterlogged paddy rhizosphere^33^. Increased N use efficiency and grain yield in rice overexpressing nitrate transporter genes further confirmed the importance of nitrate for rice^11–13^. As mentioned above, most of the transcriptome analyses used to identify N-responsive genes were conducted with nitrate or ammonium as the sole N source. Here, we examined the effects of ammonium nitrate on the synthesis of amino acids and growth of rice seedlings. Furthermore, microarray analysis was used to identify genes that were rapidly induced by ammonium nitrate in rice roots. Some of the early N-responsive genes identified in this study, especially those encoding transcription factors and protein kinases, may be involved in N sensing and signaling in rice.

## Results

### Effects of ammonium nitrate on the growth of rice seedlings

We used hydroponic solutions to examine the effects of ammonium nitrate on the growth of rice seedlings. The original nitrogen source used by Yoshida *et al*.^34^ was substituted with 0–10 mM ammonium nitrate in the hydroponic solutions. When grown in hydroponics without any nitrogen (-N), the leaves of 17-day-old rice seedlings were chlorotic and the roots were thin and long (Fig. 1A). Supplementation with 0.1 mM ammonium nitrate did not affect the root length (Fig. 1B), but significantly increased the shoot length (Fig. 1C), chlorophyll content (Fig. 1D), and fresh weight of rice seedlings as compared with those grown in -N. Still, rice seedlings grown in 0.1 mM ammonium nitrate had pale green leaves, long and thin roots as compared with those grown in higher concentrations of ammonium nitrate (Fig. 1A). Rice seedlings grown in 0.5–10 mM ammonium nitrate developed more crown and lateral roots, but their roots were shorter than those grown in -N or 0.1 mM ammonium nitrate (Fig. 1A,B). In addition, rice seedlings grown in 0.5–10 mM ammonium nitrate had similar fresh weight, which was significantly higher than those grown in -N or 0.1 mM ammonium nitrate (Fig. 1E). The results for shoot length, chlorophyll content, and fresh weight suggested that the optimal concentration of ammonium nitrate for growing rice seedlings in the hydroponics was 1–2.5 mM. Therefore, we used the original concentration of ammonium nitrate, e.g. 1.43 mM, recommended by Yoshida *et al*.^34^ in the following experiments.

**Figure 1:**
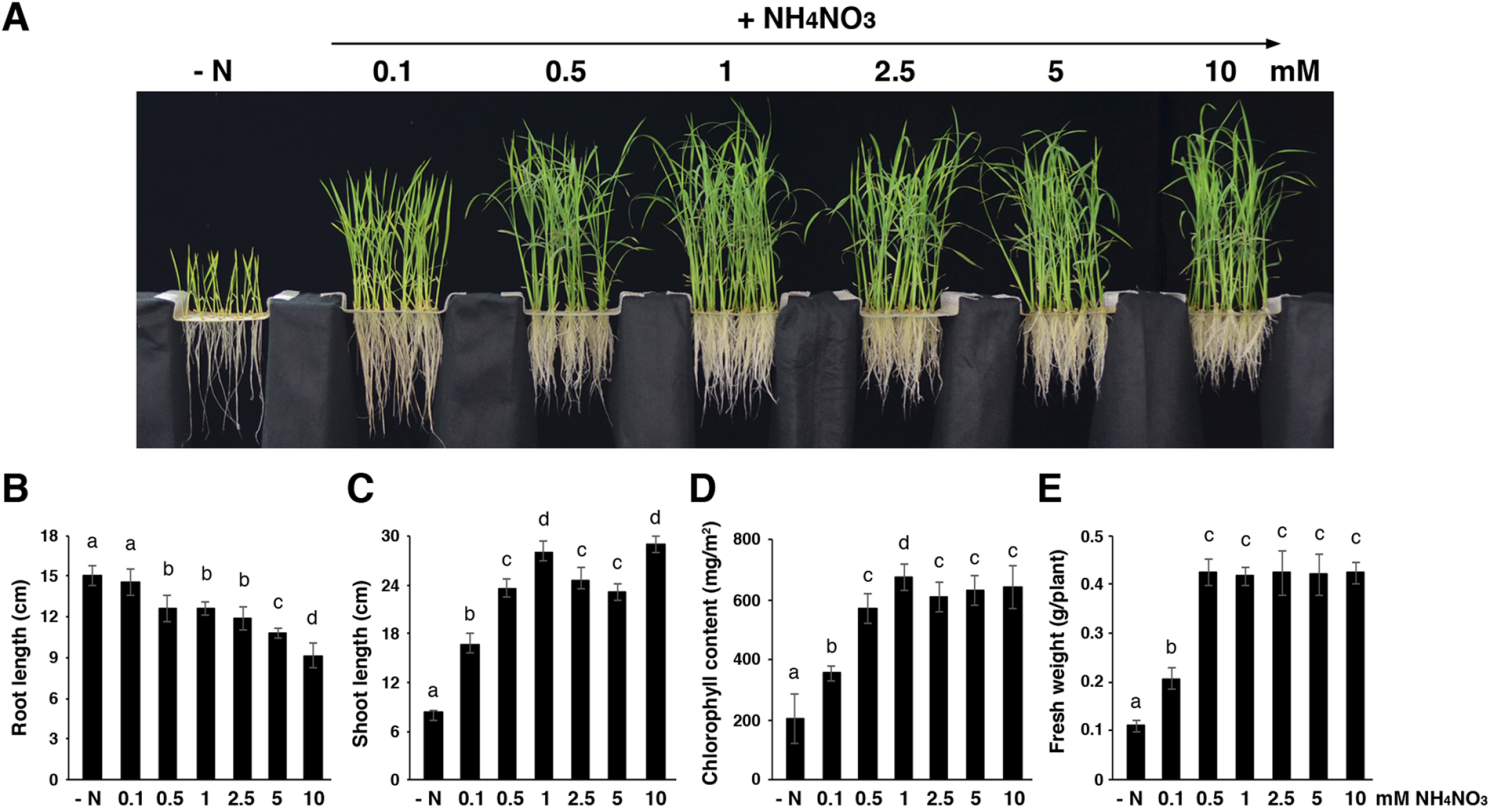
Effects of ammonium nitrate on the growth of rice seedlings. (**A**) Rice seedlings grown in hydroponic solutions containing different concentrations of NH_4_NO_3_ as the nitrogen source. Root length (**B**), shoot length (**C**), chlorophyll contents (**D**), and fresh weight (**E**) of rice seedlings from (**A**). The rice seedlings are 17 days old. Data are means ± SD (*n* = 15). Different letters indicate significant differences between treatments, tested by one-way ANOVA followed by Tukey’s test (*p* < 0.05). −N, no nitrogen.

### Effects of ammonium nitrate on the endogenous levels of amino acids

Ammonium nitrate taken up by roots will be assimilated into organic N such as amino acids to support plant metabolism, growth, and development. We examined the effects of ammonium nitrate on the endogenous levels of amino acids in rice roots, and the results for the six most abundant amino acids, glutamine (Gln), glutamate (Glu), aspartate (Asp), alanine (Ala), serine (Ser), and asparagine (Asn), are shown in Fig. 2. Glu was the most abundant amino acid in the roots of N-starved rice seedlings^35,36^. Feeding of ammonium nitrate to N-starved rice seedlings rapidly increased the endogenous levels of Gln within 15–30 min, but not Glu or the other amino acids (Fig. 2, Supplementary Fig. S1). Levels of Gln continued to increase after 1–24 h of ammonium nitrate treatment (Fig. 2A). By contrast, the content of free Glu decreased within the first hour and increased significantly after 8–24 h in the roots of ammonium nitrate-treated rice seedlings (Fig. 2B). During the time course of ammonium nitrate treatment, the accumulation of free Asp displayed a pattern similar to that of Glu (Fig. 2C). The content of Ala started to increase after 4 h (Fig. 2D), and levels of Ser and Asn increased significantly after 16 h of ammonium nitrate treatment (Fig. 2E,F). The effects of ammonium nitrate on the accumulation of the other amino acids were shown in Supplementary Fig. S1. The amounts of phenylalanine, lysine, valine, arginine, glycine, and threonine increased after 16–24 h, and the levels of histidine decreased slightly after 4–24 h of ammonium nitrate treatment (Supplementary Fig. S1A). By contrast, the levels of cysteine, threonine, tryptophan, isoleucine, leucine, proline, and methionine in rice roots were not significantly affected by the ammonium nitrate treatment (Supplementary Fig. S1B). These results indicated that Gln is the only amino acid that increased significantly within 15–30 min of ammonium nitrate treatment in N-starved rice roots.

**Figure 2:**
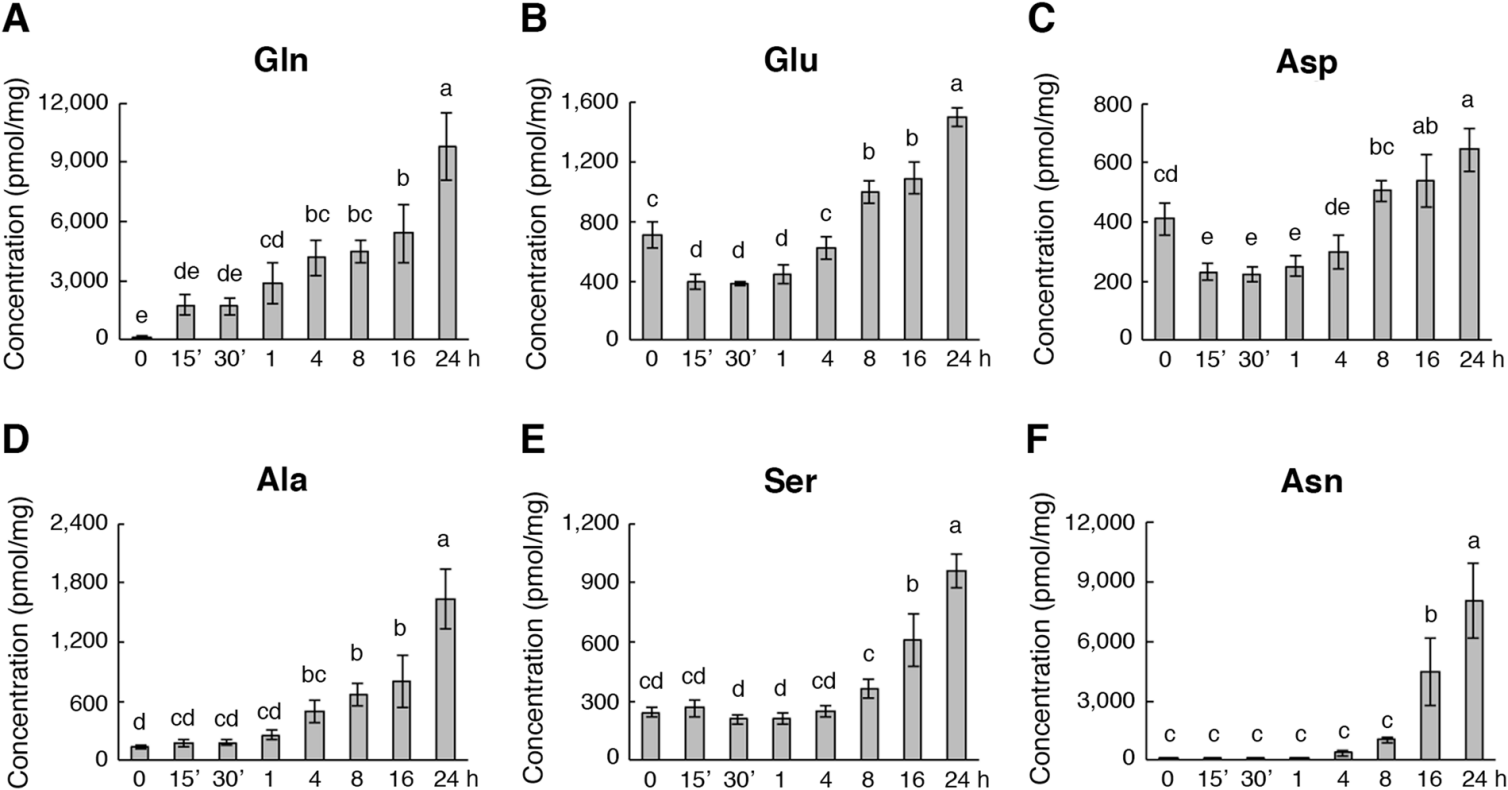
Amino acid contents in the rice roots during the time course of ammonium nitrate treatment. (**A**–**F**) Contents of glutamine, glutamate, aspartate, alanine, serine, and asparagine in the roots of 17-day-old nitrogen-starved rice seedlings after 0–24 h of 1.43 mM ammonium nitrate treatment. Data are means ± SD (*n* = 4). Different letters indicate significant differences between treatments, tested by one-way ANOVA followed by Tukey’s test (*p* < 0.05).

### Identification of early ammonium nitrate-responsive genes

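Roots of 17-day-old N-starved seedlings of the japonica rice cultivar TNG67 were kept for 30 min in solution without N (−N) or with 1.43 mM ammonium nitrate (+N). Each group had 2 biological replicates, and the RNA of each replicate was hybridized to 1 Affymetrix Rice Genome Array. On this array a gene is read by 1 or more probe sets, and the brightness of a probe set is its intensity. The authors' deposited values are summarized probe set intensities on a linear scale, with a separate column for each array. The submitters' processing notes name GCOS and RMA, and what each of them did is not given in the sources used here. The median intensity over all rice probe sets was 17.8 on the −N array of replicate 1 and 25.2 on that of replicate 2. On the +N arrays it was 17.1 for replicate 1 and 25.4 for replicate 2, so that arrays of the same replicate number shared a scale. The values were not scaled further. Intensities below 5.16, the 5th percentile of all values, were set to it, log2 values were taken, and +N was compared with −N by limma over 57194 rice probe sets. Of these, 22436 are paired with 1 gene in the annotation table used here, 95 with several and 34663 with none. They cover 17905 genes, of which 2458 have a name, and a gene with several probe sets is represented by the probe set with the highest mean. Genes of the paper are reported where a gene name in that table matched them, since its entries carry no RAP identifiers. The paper's methods give a 2-fold threshold and a p under 0.05, without stating an adjustment, and the p was taken here without adjustment. A gene that met both is said below to have risen or fallen, because no probe set passed after Benjamini-Hochberg adjustment in limma. The model held group as its only term, so a difference shared by arrays of a replicate number counted as residual spread, which can raise p. An exact permutation of 2 arrays against 2 cannot give a two-sided p below 0.333. All fold changes are ratios of +N to −N.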

We used microarray analysis to identify differentially expressed genes (DEGs) in N-starved (−N) and ammonium nitrate-treated (1.43 mM, 30 min; +N) rice roots. The results revealed that 196 genes, including 189 up- and 7 down-regulated, were differentially expressed with 2-fold cutoff (+N/−N). 

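The called response to ammonium nitrate was almost entirely an increase. At least 2-fold changes with an unadjusted p under 0.05 from limma were found for 274 probe sets, of which 266 were higher and 8 were lower in +N roots. Increases of at least 4-fold were found for 74 of them, of at least 8-fold for 30 and of at least 32-fold for 3, while none of the 8 decreases reached 4-fold. Among probe sets paired with a single gene, 180 genes rose and 4 fell. Of the genes with a name, 35 rose and 0 fell in limma. LOC9270637, which carries no name in the annotation table, rose 42.9-fold, with a log2 fold change of 5.42 (standard error 0.32, unadjusted p = 0.000221). LOC4330867, also without a name, was 67.1-fold higher, 109-fold in replicate 1 and 41.2-fold in replicate 2, but its −N intensities of 5.40 and 11.5 lie near the floor, so the size of its increase is not well measured. Whether LOC9270637 and LOC4330867 are among the genes of the paper that could not be matched by name was not examined. Of the genes that fell, LOC4352648 had the largest decrease, with a log2 fold change of -1.29 (standard error 0.39, unadjusted p = 0.0387). Several of the named genes with the largest increases act outside nitrate assimilation. *ADF-5*, which encodes an actin-depolymerizing factor, rose 6.94-fold, with a log2 fold change of 2.80 (standard error 0.29, unadjusted p = 0.00145). *BFRP* rose 5.22-fold (standard error of the log2 value 0.41, unadjusted p = 0.00721). *NAS1*, which encodes nicotianamine synthase, an enzyme of iron transport, rose 5.26-fold (standard error of the log2 value 0.74, unadjusted p = 0.0402). *NSHB1*, which encodes a non-symbiotic hemoglobin, rose 4.17-fold (standard error of the log2 value 0.56, unadjusted p = 0.0280), and its other probe sets had log2 fold changes of 2.00 (unadjusted p = 0.0173) and 0.61 (unadjusted p = 0.137). After Benjamini-Hochberg adjustment in limma 0 probe sets passed, against 694 of 57194 with an unadjusted p under 0.05. If no probe set changed, a share near 0.05 would be met, and 694 is a smaller share. A difference shared by arrays of a replicate number can raise p, so this share is not a count of changed probe sets. An ordinary linear model with the pooled variance of both groups called 171 higher and 0 lower without adjustment. The count and the balance of calls moved in fits that left out an array. Such a fit sets arrays of different scale against each other. With all 4 arrays rescaled, 335 probe sets were higher and 20 lower after median centring, and 264 and 14 after quantile normalization. The calls of *NAS1* and *NSHB1* ended with pooled variance alone (unadjusted p = 0.125 and 0.0980) and in some of the fits without an array. The log2 fold change of *NAS1* was 1.48 without the −N array of replicate 1 and 3.31 without that of replicate 2.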

We further used quantitative (q) RT-PCR analysis to examine the effects of the ammonium nitrate time course (0–24 h) treatment on the expression of all 196 genes, and were able to confirm that the expression of 162 genes (158 up and 4 down) was differentially regulated by +N (see below). A list of the 162 DEGs is shown in Supplementary Table S1.

Feeding of ammonium nitrate to N-starved rice seedlings is expected to rapidly induce the expression of genes involved in N uptake and assimilation. 

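Genes of sulfur, reductant and nitrogen metabolism were among those that rose in +N roots. On the list of sulfate transport and assimilation, 2 of 10 measured genes rose and 0 fell, and both stayed called when adjusted over the list alone. The list was drawn by name, and it includes *AGPS2* of starch synthesis, which entered through a synonym. *APR-like1*, also named *APR1* in the annotation table, had a log2 fold change of 1.74 (standard error 0.16, unadjusted p = 0.000933 from limma). Its other probe sets had 1.72 (unadjusted p = 0.000834) and, at a low signal, -0.30 (unadjusted p = 0.144). *SAT4*, which encodes a serine acetyltransferase of cysteine synthesis, had a log2 fold change of 1.62 (standard error 0.23, unadjusted p = 0.00424). Both were singled out after their values were seen. Against all other genes the sulfate list was shifted upward in limma's camera test (adjusted p = 0.000817), with an adjusted p = 0.679 with an estimated correlation. Of 5 genes of ferredoxin and its reductases, 1 rose, which was *FNR*, and it stayed called when adjusted over the list alone (camera, adjusted p = 0.00135, and adjusted p = 0.679 with an estimated correlation). In the pentose phosphate pathway 2 genes were measured. *6PGDH2* rose, also when adjusted over the list alone, and *G6PGH1*, whose symbol pairs it with the synonym *G6PGH2* of *6PGDH2*, had a log2 fold change of -0.03 (standard error 0.24, unadjusted p = 0.909). Of 6 glutathione S-transferase genes, 0 were called in limma and the camera test gave an adjusted p = 0.414. *GRXS5*, which encodes a glutaredoxin, rose 2.07-fold (standard error of the log2 value 0.14, unadjusted p = 0.00333), and was likewise chosen after its value was seen. Of 4 genes of photosystems and chlorophyll-binding proteins and of 4 leaf photosynthesis markers, 0 were called in either list (camera, adjusted p = 0.360 and 0.491). *RBCS-C*, one of these markers, was 2.89-fold higher in +N on the arrays of replicate 1 and 0.670-fold on those of replicate 2. The lists of this paragraph are not the KEGG pathways of the paper, whose member genes were not used here. Their counts therefore do not test its enriched pathways.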

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the 158 up-regulated genes revealed that “photosynthesis (ko00195)”, “nitrogen metabolism (ko00910)”, “sulfur metabolism (ko00920)”, “carbon metabolism (ko01200)”, “pentose phosphate pathway (ko00030)”, “glutathione metabolism (ko00480)”, and “C5-branched dibasic acid metabolism (ko00660)” were enriched. A list of genes enriched in these pathways is shown in Supplementary Table S2.

### Ammonium nitrate preferentially induced the expression of genes involved in nitrate uptake and assimilation

It is well known that nitrate can induce the expression of genes involved in nitrate uptake, nitrate/nitrite assimilation, ferredoxin reduction, and the pentose phosphate pathway^21^. We found that the expression of these nitrate-responsive genes was also rapidly induced by ammonium nitrate in rice roots (Table 1). These results suggest that simultaneous treatment with ammonium and nitrate may preferentially induce the expression of genes involved in nitrate uptake and assimilation. In addition to the above well-known nitrate-responsive genes, the expression of two *GLUTAMINE DUMPER* genes was also rapidly induced by ammonium nitrate (Table 1). 

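Of the genes of Table 1, *FNR*, *NAR2.2* and *6PGDH2* could be named and measured, and all of them rose and were higher in both replicates. *FNR*, which encodes the reductase that supplies reduced ferredoxin to nitrite reduction, had intensities of 822 and 1516 on the −N arrays and of 8851 and 10321 on the +N arrays. Its log2 fold change was 3.10 (standard error 0.38, unadjusted p = 0.00245 from limma), 3.43 between the arrays of replicate 1 and 2.77 between those of replicate 2. *NAR2.2*, which encodes the partner protein of high-affinity nitrate transporters, rose from 53.9 and 128 to 437 and 821, with a log2 fold change of 2.85 (standard error 0.61, unadjusted p = 0.0145). *6PGDH2*, which encodes an NADPH-forming enzyme of the pentose phosphate pathway, rose from 666 and 1080 to 3284 and 3919, with a log2 fold change of 2.08 (standard error 0.32, unadjusted p = 0.00507), and a dimmer probe set of *6PGDH2* had one of 1.24 (unadjusted p = 0.0648). Of the 13 genes of Table 1, 4 could be matched by name. The paper gives an array fold change for *NAR2.1*, 1 of these, but the annotation table used here links no probe set to it. The other 3 are linked to a probe set. All 3 rose, 3 passed when adjusted over the list alone and 0 when adjusted over all probe sets in limma (camera, adjusted p = 1.1e-15, and adjusted p = 0.291 with an estimated correlation). The study chose these genes on these arrays, so the list is not independent evidence of the direction. The unadjusted call of *NAR2.2* ended without the +N array of replicate 2 (log2 fold change 2.39, unadjusted p = 0.0699) and in an ordinary linear model with pooled variance (unadjusted p = 0.0665), and its log2 fold change was 2.22 without the −N array of replicate 1 and 3.47 without that of replicate 2.

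**Figure D1:**
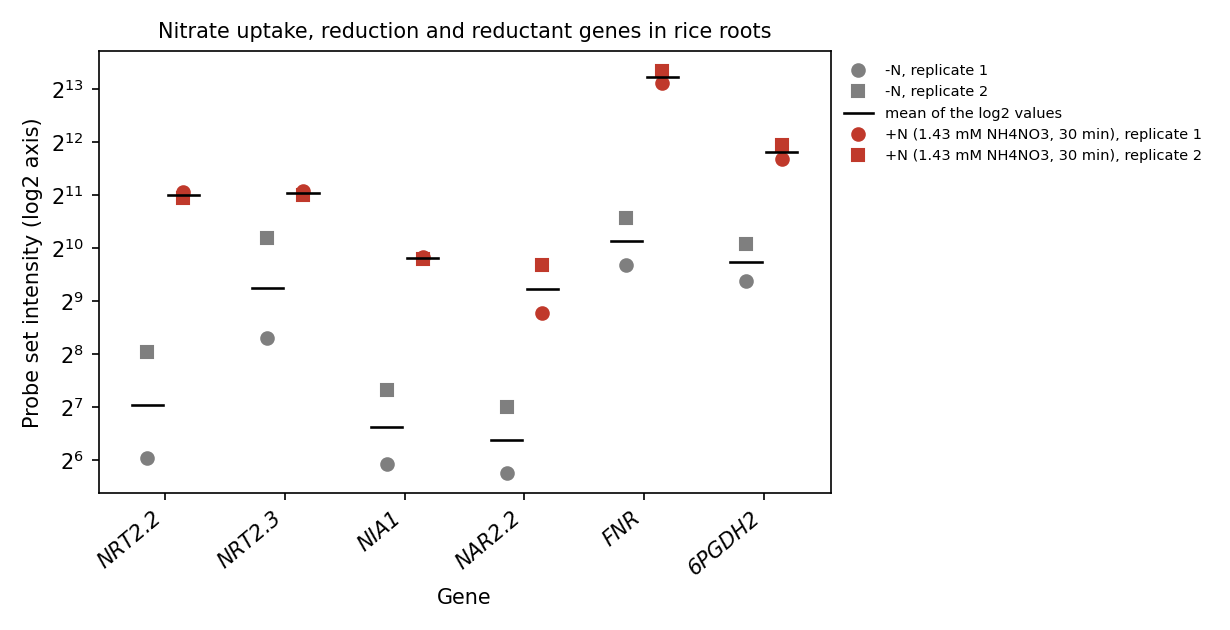
Probe set intensity on a log2 axis of 6 genes of nitrate uptake, nitrate reduction and the supply of reductant on each of the 4 arrays. Grey points are −N roots and red points +N roots, circles are replicate 1 and squares replicate 2, and bars are means of the log2 values. Both +N points of *FNR*, at 8851 and 10321, lie above both −N points, at 822 and 1516.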

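The genes *NRT2.2* and *NIA1* of nitrate transport and reduction, outside Table 1, rose as well. *NRT2.2*, which encodes a high-affinity nitrate transporter, rose from 65.9 and 263 in −N to 2116 and 1958 in +N roots. Its log2 fold change was 3.95 (standard error 0.78, unadjusted p = 0.0114 from limma), and its probe set can also read the near-identical copy *NRT2.1*. *NIA1*, a nitrate reductase gene at another locus than that of Table 1, rose from 60.5 and 159 to 907 and 888, with a log2 fold change of 3.19 (standard error 0.56, unadjusted p = 0.00764). A dimmer probe set of *NIA1* had a log2 fold change of 0.15 (standard error 0.48, unadjusted p = 0.772), and the mean over both gave 1.67 (unadjusted p = 0.0117). *NRT2.3*, another transporter gene of this family, had a log2 fold change of 1.79 (standard error 0.75, unadjusted p = 0.0858), which was 2.78 between the arrays of replicate 1 and 0.81 between those of replicate 2. Of the 9 genes of this list these 3 were measured, and the 2 that rose stayed called when adjusted over the list alone. In limma's camera test the list gave an adjusted p = 1.2e-12, and an adjusted p = 0.30 with an estimated correlation. Of 8 measured ammonium transporter genes, 0 were called in limma, with or without adjustment over the list alone (camera, adjusted p = 0.110). The highest value among them was that of *OsAMT1;2*, which also carries the name *AMT1-3* in the annotation table, with a log2 fold change of 1.65 (standard error 0.61, unadjusted p = 0.0661). Of 9 measured genes of ammonium assimilation and glutamate metabolism, 0 were called (camera, adjusted p = 0.438). Among them *GLN2*, which encodes the plastid glutamine synthetase, had a log2 fold change of 1.03 (standard error 0.67, unadjusted p = 0.212) and *GDH2*, which encodes a glutamate dehydrogenase, one of 0.90 (standard error 0.25, unadjusted p = 0.0310). The difference between the nitrate and the ammonium lists was not itself tested. The unadjusted call of *NRT2.2* ended without either +N array (unadjusted p = 0.0635 without replicate 1 and 0.0599 without replicate 2) and in an ordinary linear model with pooled variance (unadjusted p = 0.0585). Without the −N array of replicate 1 the log2 fold changes of *NRT2.2* and *NIA1* were 2.95 and 2.49, and without that of replicate 2 they were 4.95 and 3.89.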

We used qRT-PCR analysis to examine the expression of genes listed in Table 1 during the time course of ammonium nitrate treatment (1.43 mM, 0–24 h) in rice roots. The expression of two nitrate transporter genes, *NAR2.1* and *NAR2.2*, was rapidly and strongly induced by ammonium nitrate (Fig. 3A). Similarly, the expression of *NITRATE REDUCTASE* (*NIA*, *Os02g0770800*) and *NITRITE REDUCTASE* (*NIR*, *Os01g0357100*) was highly induced during the time course of ammonium nitrate treatment (Fig. 3B). Ferredoxin (Fd), uroporphyrinogen-III C-methyltransferase (UPM), Fd-NADH reductase (FNR), and Fd-thioredoxin reductase (FTR) are indirectly involved in nitrite reduction. The pentose phosphate pathway enzymes glucose-6-phosphate 1-dehydrogenase (G6PDH) and 6-phosphogluconate dehydrogenase (6PGDH) are directly involved in the production of NADPH, which is required for nitrate reduction. The expression of the genes encoding these enzymes was rapidly induced by ammonium nitrate (Fig. 3C,D). In addition, the expression of two *GLUTAMINE DUMPER* genes, *GDU2* (*Os08g0446800*) and *GDU6* (*Os06g0633100*), was also induced during the time course of ammonium nitrate treatment (Fig. 3E).

**Table 1:** Selected genes rapidly up-regulated by ammonium nitrate in rice roots.

Gene Identifier	*Fold change	Gene description
Nitrate uptake		
Os04g0480200 LOC_Os04g40410	7.0	High-affinity nitrate transporter 2.2, NAR2.2
Os02g0595900 LOC_Os02g38230	5.2	High-affinity nitrate transporter 2.1, NAR2.1
Nitrate/nitrite assimilation		
Os02g0770800 LOC_Os02g53130	65.8	Nitrate reductase [NAD(P)H], NIA
Os01g0357100 LOC_Os01g25484	8.0	Ferredoxin–nitrite reductase, NIR
Ferredoxin reduction		
Os01g0860601 LOC_Os01g64120	42.2	Ferredoxin, root R-B1
Os01g0631200 LOC_Os01g44050	32.3	Uroporphyrinogen-III C-methyltransferase, UPM
Os03g0784700 LOC_Os03g57120	8.5	Ferredoxin–NADP reductase, FNR
Os05g0443500 LOC_Os05g37140	2.9	Ferredoxin-6
Os04g0528800 LOC_Os04g44650	2.1	Ferredoxin-thioredoxin reductase, FTR
Pentose phosphate pathway		
Os07g0406300 LOC_Os07g22350	5.1	Glucose-6-phosphate 1-dehydrogenase, G6PDH
Os11g0484500 LOC_Os11g29400	4.3	6-Phosphogluconate dehydrogenase, 6PGDH
Amino acid transport		
Os06g0633100 LOC_Os06g42660	4.9	Glutamine dumper 6, GDU6
Os08g0446800 LOC_Os08g34700	2.1	Glutamine dumper 2, GDU2

Total RNA extracted from roots of 17-day-old rice seedlings grown in hydroponic solution without nitrogen (−N) or treated with 1.43 mM ammonium nitrate for 30 min (+N) was used for microarray analysis. *Fold change indicates the ratio of +N/−N.

**Figure 3:**
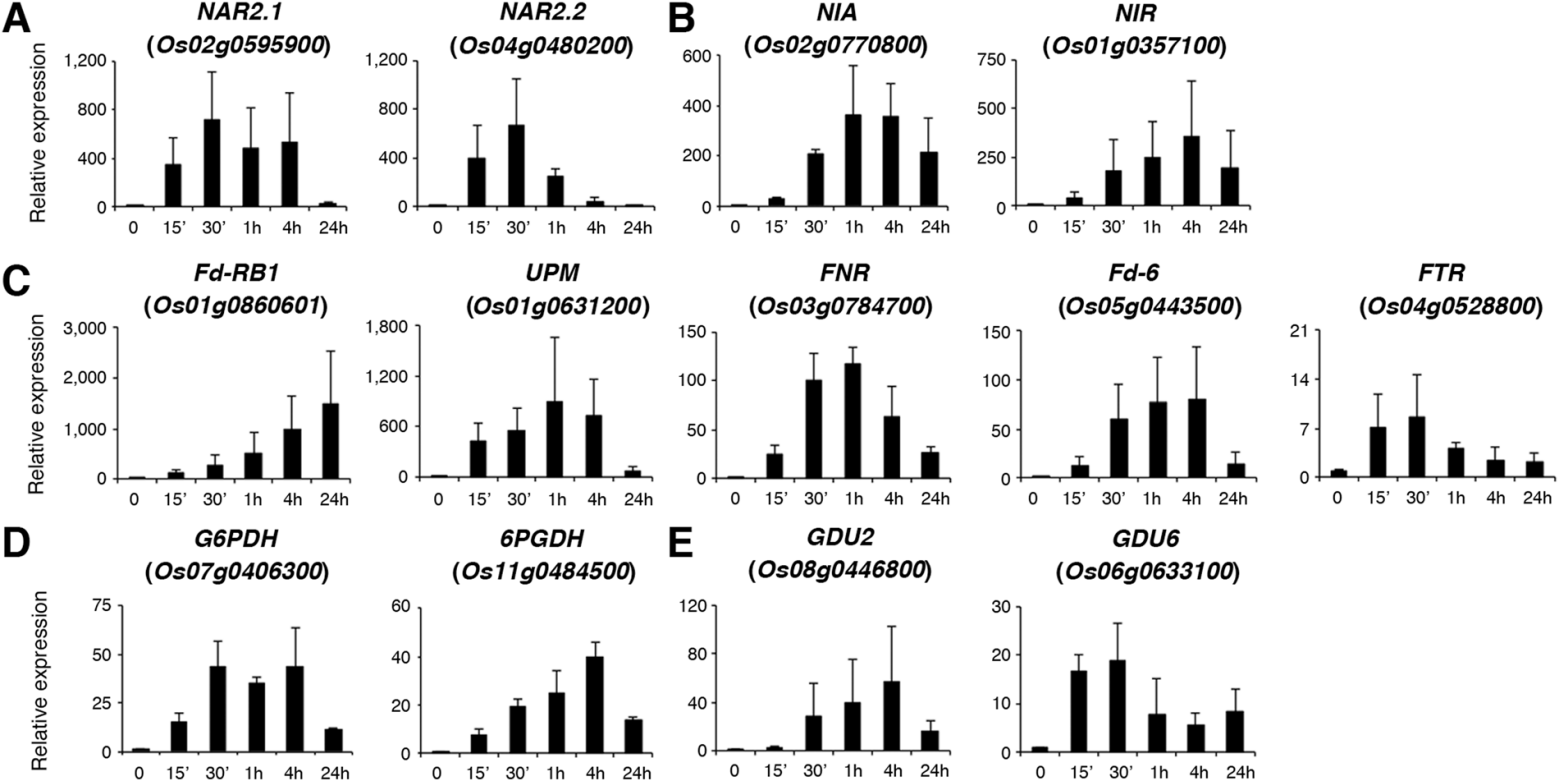
Quantitative RT-PCR analysis of ammonium nitrate-responsive genes. Total RNA extracted from roots of 17-day-old rice seedlings treated with ammonium nitrate for 0–24 h was used for qRT-PCR analysis to verify the expression of genes involved in nitrate transport (**A**), nitrate/nitrite assimilation (**B**), ferredoxin reduction (**C**), the pentose phosphate pathway (**D**), and amino acid transport (**E**). Relative expression indicates the fold-change of each gene as compared to that of control. Results are shown as means ± SD from three biological repeats.

### Ammonium nitrate rapidly induced the expression of genes encoding transcription factors and protein kinases/phosphatases

Gene Ontology (GO) analysis provides defined terms that represent gene product properties in three domains: molecular function, cellular component, and biological process (http://www.geneontology.org). In addition to KEGG pathway enrichment analysis, we used agriGO (http://bioinfo.cau.edu.cn/agriGO/) to perform Gene Ontology (GO) enrichment analysis of the 158 up-regulated genes. The results of this analysis show which GO terms are over-represented in the ammonium nitrate-induced genes. Of several visualization methods provided by the agriGO software, we selected the direct acyclic graph (DAG) tree to present the results (Fig. 4 and Supplementary Fig. S2). In the DAG tree, GO terms are represented as boxes containing a detailed description; the boxes are organized and connected based on their relationship. In molecular function, the GO term “transcription factor activity” was significantly enriched (Fig. 4A). In cellular component, the GO term “nucleus” was significantly enriched (Fig. 4B). In biological process, the GO terms “regulation of transcription, DNA-dependent”, “protein amino acid phosphorylation”, and “signal transduction” were significantly enriched (Supplementary Fig. S2). These results indicated that treatment of N-starved rice seedlings with 1.43 mM ammonium nitrate for 30 min preferentially induced the expression of transcription factor/nuclear protein and protein kinase genes. These transcription factors/nuclear proteins and protein kinases may amplify and/or mediate the signals derived from ammonium nitrate to regulate the downstream molecular and cellular responses in rice roots. 

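Genes whose names mark them as transcription factors were over-represented among the named genes that rose. Of 237 named transcription factor genes, 9 rose (3.80%), against 1.17% of the other named genes, an odds ratio of 3.33 with a 95% confidence interval from 1.36 to 7.44 (Fisher's exact test, two-sided, p = 0.00464, adjusted p = 0.00928). The 9 genes were *DREB1A*, *NAC5*, *HSFC1B*, *NAC068*, *HAP3F*, *DOF1*, *OsWOX6*, *NAC67* and the *bHLH* gene LOC4343984. The list was drawn by patterns of gene names. It therefore leaves out *OsC3H37*, *CIGR2* and *SAP5* of Table 2, which also rose and count here among the other named genes. *HAP3F*, which encodes a subunit of the NF-Y factors, rose 3.71-fold and *DOF1* 2.32-fold, and both were singled out after their values were seen. A dimmer probe set of *OsWOX6* had a log2 fold change of 0.21 (unadjusted p = 0.282). Of 111 named protein kinase genes, 4 rose, which were *CIPK14*, *CIPK16*, *CIPK1* and *OsWNK5*. Their odds ratio was 2.79, with a 95% confidence interval from 0.703 to 8.10 (Fisher's exact test, two-sided, p = 0.0703, adjusted p = 0.0703). With dim probe sets left out it was 3.11 (exact p = 0.0205), with the mean over the probe sets of a gene 3.47 (exact p = 0.0129) and without the −N array of replicate 2 2.88 (exact p = 0.00543), all past the threshold, while without each other array in turn it was 1.95, 2.47 and 2.58, not past it (exact p from 0.0964 to 0.220), and with x and s probe sets left out 2.26 (exact p = 0.167). Both tests took the 2458 named genes as background, because the GO annotation was not used here, and the risen genes were called without adjustment. The categories stand in for GO terms that the paper found on these same arrays, so the tests are not independent evidence for its conclusion. By family, 3 of 8 NAC genes rose and 1 stayed called when adjusted over the list alone (camera, adjusted p = 5.3e-08, and adjusted p = 0.291 with an estimated correlation). *NAC068* had a log2 fold change of 2.03 (standard error 0.48, unadjusted p = 0.0196 from limma), 1.35 between the arrays of replicate 1 and 2.72 between those of replicate 2. Of 12 AP2/ERF genes 1 rose, *DREB1A*, and it stayed called when adjusted over the list alone (camera, adjusted p = 0.284). As whole lists, the transcription factors gave an adjusted p = 0.185 in camera, or 0.00814 with dim genes left out, and the protein kinases an adjusted p = 0.0481, with an adjusted p = 0.938 with an estimated correlation. In both lists 0 genes passed when adjusted over the list alone in limma. Of 55 protein phosphatase 2C genes, 0 were called (camera, adjusted p = 0.498). The odds ratio of the transcription factors was 1.82 (exact p = 0.0623) without the −N array of replicate 2 and 1.39 (exact p = 0.418) without the +N array of replicate 1, and its adjusted p was 0.0928 without the +N array of replicate 2. The call of *NAC068* ended without either +N array (unadjusted p = 0.0805 and 0.0957), after quantile normalization (unadjusted p = 0.0533) and with pooled variance alone (unadjusted p = 0.0774), and its log2 fold change was 2.63 without the −N array of replicate 1 and 1.44 without that of replicate 2. From the GO terms enriched among the induced genes, the paper concludes that the treatment preferentially induced genes for transcription factors, nuclear proteins and protein kinases.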

A list of genes derived from the GO enrichment analysis is shown in Supplementary Table S3.

**Figure 4:**
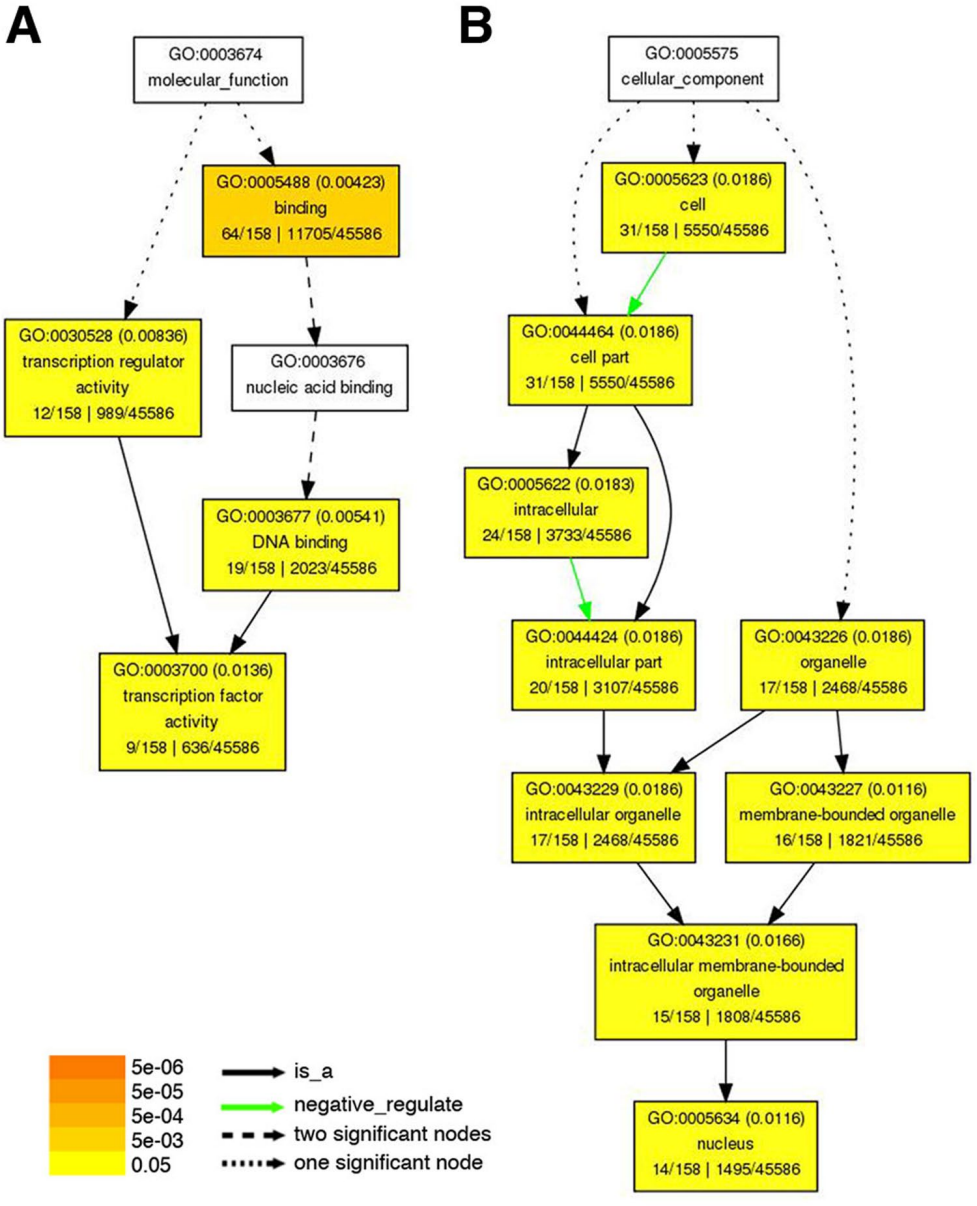
Gene ontology enrichment analysis of genes up-regulated by ammonium nitrate. The differentially expressed genes were analyzed by enrichment analysis using AgriGO. Significantly enriched GO categories in molecular function (**A**) and cellular component (**B**) are shown in yellow and orange (false discovery rate, FDR < 0.05).

In addition to GO analysis, we went through the annotation and literature for the 158 up-regulated genes in the National Center for Biotechnology Information (NCBI, https://www.ncbi.nlm.nih.gov) and found at least 35 genes encoding putative transcription factors or nuclear proteins, 12 genes encoding protein kinases, and 2 genes encoding phosphatases (Table 2). 

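Among the 8 transcription factor genes of Table 2 that could be named and measured, *DREB1A* and *OsC3H37* had the largest increases. *DREB1A*, a factor of cold and drought responses, rose from 64.4 and 125 in −N to 1469 and 1171 in +N roots, a log2 fold change of 3.87 (standard error 0.41, unadjusted p = 0.00159 from limma). *OsC3H37*, a zinc finger gene, rose from 115 and 133 to 1797 and 1698, a log2 fold change of 3.82 (standard error 0.16), and its unadjusted p = 7.7e-05 was the smallest of all probe sets. *HSFC1B*, a heat stress transcription factor gene, had a log2 fold change of 2.26 (standard error 0.16, unadjusted p = 0.000421). *CIGR2*, a GRAS family gene, had one of 1.93 (standard error 0.26, unadjusted p = 0.00348). *SAP5*, which encodes a stress-associated zinc finger protein, rose 2.58-fold (unadjusted p = 0.0126) and *NAC67* 2.11-fold (unadjusted p = 0.0186). *DREB1B* was 2.06-fold higher, with intensities of 126 and 262 in −N and of 266 and 527 in +N roots (unadjusted p = 0.157), which is 2.12-fold within replicate 1 and 2.02-fold within replicate 2. Of the 35 transcription factors and nuclear proteins of Table 2, 8 could be named and measured and 7 of them rose, 7 also when adjusted over the list alone and 0 when adjusted over all probe sets (camera, adjusted p = 2.2e-35, and adjusted p = 0.291 with an estimated correlation). Among the protein kinases, *CIPK14*, whose probe set also stands for *CIPK15* in Table 2, had a log2 fold change of 2.44 (standard error 0.39, unadjusted p = 0.00567), *CIPK16* one of 1.77 (standard error 0.14, unadjusted p = 0.000671) and *CIPK1* one of 1.43 (standard error 0.33, unadjusted p = 0.0185). Of the 15 kinase and phosphatase loci of Table 2 these 3 could be measured, and all 3 rose, 3 when adjusted over the list alone and 0 when adjusted over all probe sets (camera, adjusted p = 1.9e-13, and adjusted p = 0.291 with an estimated correlation). Both lists were chosen by the study on these arrays and are not independent evidence of the direction. The calls of *SAP5* and *NAC67* ended without the −N array of replicate 2 (unadjusted p = 0.0567 and 0.0807), without the +N array of replicate 1 (unadjusted p = 0.0615 and 0.0908) and after quantile normalization (unadjusted p = 0.0554 and 0.104), and that of *NAC67* also after median centring (unadjusted p = 0.0546) and with pooled variance alone (unadjusted p = 0.0585). The call of *CIPK1* ended without the −N array of replicate 1 (unadjusted p = 0.0502), without either +N array (unadjusted p = 0.0582 and 0.0954) and with pooled variance alone (unadjusted p = 0.0683), while *DREB1B* was called after median centring (unadjusted p = 0.0128).

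**Figure D2:**
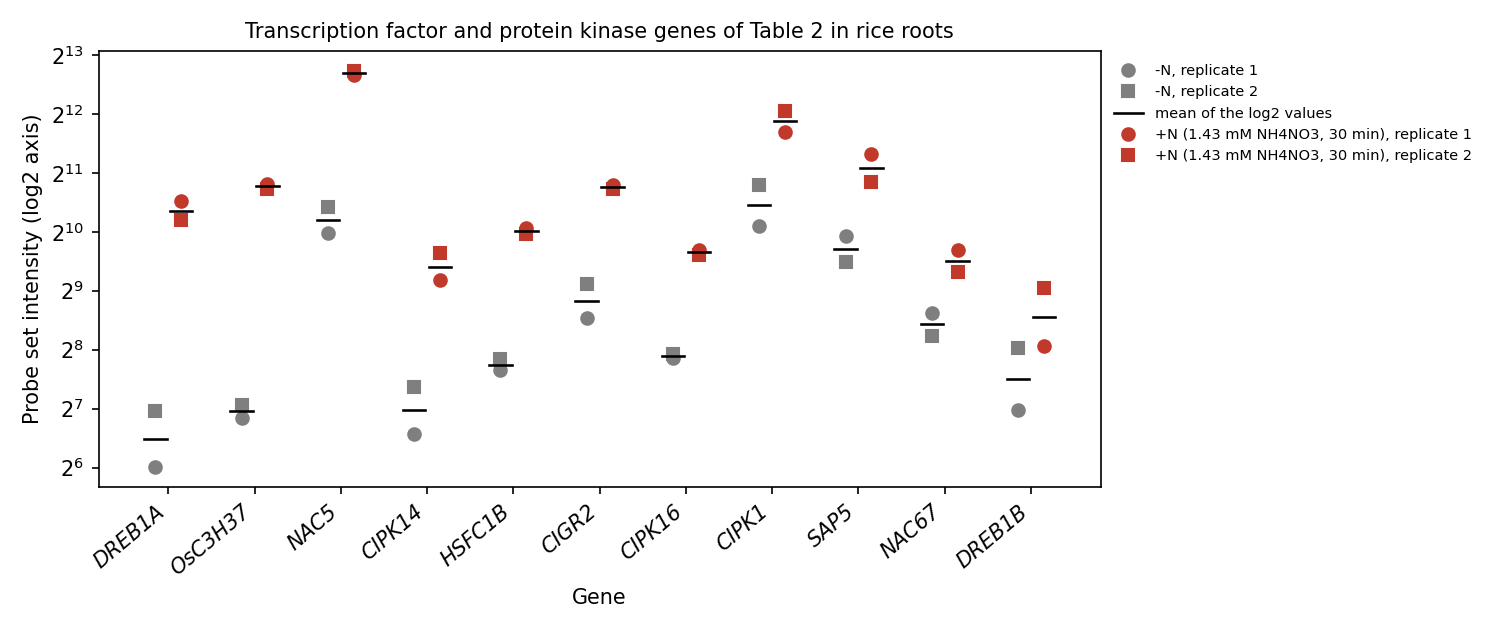
Probe set intensity on a log2 axis of the 11 genes of Table 2 that could be named and measured, on each of the 4 arrays. Grey points are −N roots and red points +N roots, circles are replicate 1 and squares replicate 2, and bars are means of the log2 values. Within each replicate *DREB1B* is higher in +N roots, while its −N point of replicate 2, at 262, lies close to its +N point of replicate 1, at 266.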

Arabidopsis LBD/37/38/39 transcription factors and calcineurin B-like protein (CBL)-interacting protein kinases (CIPKs) are involved in N sensing and signaling^37–39^. Interestingly, several rice genes encoding homologs of LBD/37/38/39 and CIPKs were identified in this study (Table 2).

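More CIPK genes were higher than lower in +N roots, although few were called singly. Of 24 measured CIPK genes, 3 rose and 0 fell, and 14 were higher in both replicates, against 6 that were lower in both. The wider list of 111 named protein kinase genes leaned the same way, with 49 higher in both and 23 lower in both. Whether the CIPK genes leaned further than this list was not tested. The genes that rose were *CIPK14*, *CIPK16* and *CIPK1*, of which only *CIPK16* stayed called when adjusted over the list alone. All 3 are genes of Table 2, which the study chose on these arrays, so their rise is not independent evidence. Among the other members, *CIPK21* had a log2 fold change of 1.20 (standard error 0.46, unadjusted p = 0.0688 from limma) and *CIPK10* one of 0.88 (standard error 0.30, unadjusted p = 0.0512). The family gave an adjusted p = 3.3e-05 in camera and an adjusted p = 0.919 with an estimated correlation. The *LBD37*, *LBD38* and *LBD39* homologs were not analysed here, since their names did not match the annotation table. The LOB domain gene that could be measured, *AS2*, had a log2 fold change of -0.02 (standard error 0.52, unadjusted p = 0.976).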

**Table 2:** Early ammonium nitrate-responsive genes encoding transcription factors/nuclear proteins in rice roots.

No.	Locus ID		Fold change*	Gene description
**Transcription factor/nuclear protein**				
1	Os03g0609500	LOC_Os03g41330	30.5	LOB domain-containing protein 38 (LBD38)
2	Os02g0728001	LOC_Os02g49560	17.2	Basic leucine zipper 43-like (bZIP 43-like)
3	Os03g0445700	LOC_Os03g33090	15.0	LOB domain-containing protein 37 (LBD37)
4	Os05g0525900	LOC_Os05g45020	14.7	Zinc finger CCCH domain-containing protein 37
5	Os09g0522200	LOC_Os09g35030	14.7	Dehydration-responsive element-binding protein 1 A (DREB1A)
6	Os05g0114400	LOC_Os05g02390	14.0	Zinc finger protein, ZOS5-02
7	Os11g0184900	LOC_Os11g08210	11.5	NAC domain-containing protein, NAC5
8	Os07g0119300	LOC_Os07g02800	9.4	Unknown, MYB family protein
9	Os07g0589000	LOC_Os07g40000	8.5	LOB domain-containing protein 37 (LBD37)
10	Os03g0764600	LOC_Os03g55590	8.0	Unknown, MYB family protein
11	Os01g0130900	LOC_Os01g03980	6.2	Zinc finger protein ZIC 2
12	Os01g0752500	LOC_Os01g54890	5.0	PTI5; AP2/ERF transcription factor
13	Os01g0733200	LOC_Os01g53220	4.7	Heat stress transcription factor C-1b
14	Os01g0780800	LOC_Os01g57240	4.1	ULTRAPETALA 1 (ULT1), trithorax group factor
15	Os07g0583600	LOC_Os07g39470	3.8	CIGR2; GRAS family protein
16	Os02g0713700	LOC_Os02g48320	3.6	AT-hook motif nuclear-localized protein 25
17	Os01g0948200	LOC_Os01g71970	3.6	Scarecrow-like protein 3; GRAS family protein
18	Os02g0775600	LOC_Os02g53530	3.5	Zinc finger protein 8
19	Os02g0158000	LOC_Os02g06330	3.0	AP2/ERF transcription factor
20	Os04g0567800	LOC_Os04g47990	2.8	Dof zinc finger protein DOF4.6
21	Os06g0166400	LOC_Os06g07030	2.8	Ethylene-responsive transcription factor RAP2-9
22	Os07g0593000	LOC_Os07g40300	2.7	Zinc finger protein 7 (ZFP7)
23	Os04g0450900	LOC_Os04g37790	2.7	SMC chromosome segregation protein
24	Os02g0530300	LOC_Os02g32840	2.6	Zinc finger A20, stress-associated protein 5 (SAP5)
25	Os05g0560200	LOC_Os05g48650	2.5	Seed dormancy control (DOG1), transcription factor-like
26	Os03g0230300	LOC_Os03g12820	2.5	Similar to RCD One protein 2 (SRO2)
27	Os01g0797600	LOC_Os01g58420	2.4	Ethylene-responsive transcription factor 8
28	Os01g0908200	LOC_Os01g68020	2.4	BTB/POZ and TAZ domain-containing protein 2
29	Os07g0602900	LOC_Os07g41160	2.3	Ninja-family protein
30	Os07g0685700	LOC_Os07g48630	2.1	ETHYLENE INSENSITIVE 3-like 1 protein, EIL2
31	Os07g0225300	LOC_Os07g12340	2.1	NAC domain-containing protein 67
32	Os04g0460600	LOC_Os04g38720	2.1	NAC domain-containing protein 92
33	Os09g0522000	LOC_Os09g35010	2.1	Dehydration-responsive element-binding protein 1B (DREB1B)
34	Os04g0648900	LOC_Os04g55520	2.1	Ethylene-responsive transcription factor ERF008
35	Os06g0107800	LOC_Os06g01860	2.0	B3 DNA binding domain-containing protein
**Protein kinase/phosphatase**				
1	Os01g0699100	LOC_Os01g50370	8.2	Mitogen-activated protein kinase kinase kinase 63 (MAPKKK63)
2	Os11g0113700/ Os12g0113500	LOC_Os11g02240/ LOC_Os12g02200	5.4	CBL-interacting protein kinase 15 (CIPK15) CBL-interacting protein kinase 14 (CIPK14)
3	Os01g0699600	LOC_Os01g50420	3.6	Mitogen-activated protein kinase kinase kinase 62 (MAPKKK62)
4	Os02g0623600	LOC_Os02g41480	3.5	Wall-associated receptor kinase 5 (WAK5)
5	Os09g0418000	LOC_Os09g25090	3.5	CBL-interacting protein kinase 16 (CIPK16)
6	Os01g0699400	LOC_Os01g50400	2.9	Mitogen-activated protein kinase kinase kinase 55 (MAPKKK55)
7	Os07g0584100	LOC_Os07g39520	2.9	Mitogen-activated protein kinase kinase kinase 64 (MAPKKK64)
8	Os05g0545400	LOC_Os05g46760	2.7	Mitogen-activated protein kinase kinase kinase 69 (MAPKKK69)
9	Os01g0292200	LOC_Os01g18800	2.7	CBL-interacting protein kinase 1 (CIPK1)
10	Os01g0699500	LOC_Os01g50410	2.2	Mitogen-activated protein kinase kinase kinase 70 (MAPKKK70)
11	Os07g0538400	LOC_Os07g35390	2.2	Cysteine-rich receptor-like protein kinase 25 (CRK25)
12	Os02g0767400	LOC_Os02g52850	2.1	G-type lectin S-receptor-like Ser/Thr-protein kinase (SRK)
13	Os06g0208700	LOC_Os06g10650	2.5	Plant and fungi atypical dual-specificity phosphatase (PFA-DSP)
14	Os10g0541200	LOC_Os10g39540	2.2	Phosphatase 2 C 47

Total RNA extracted from roots of 17-day-old rice seedlings grown in hydroponic solution without nitrogen (-N) or treated with 1.43 mM ammonium nitrate for 30 min ( + N) was used for microarray analysis. *Fold change indicates the ratio of + N/-N.

We also used qRT-PCR analysis to verify that the expression of these 49 genes was rapidly induced by ammonium nitrate. Of the 35 genes encoding putative transcription factors or nuclear proteins, the expression of the following 6 transcription factor genes was rapidly (15 min–4 h) and strongly (>100-fold) induced by ammonium nitrate: *LBD37* (*Os03g0445700*, *LOC_Os03g33090*) encoding LOB domain-containing protein 37, *LBD38* (*Os03g0609500*, *LOC_Os03g41330*) encoding LOB domain-containing protein 38, *DREB1A* (*Os09g0522200*, *LOC_Os09g35030*) encoding dehydration-responsive element-binding protein 1 A, *ZOS5–02* (*Os05g0114400*, *LOC_Os05g02390*) encoding a zinc finger protein, *MYB (Os03g0764600*, *LOC_Os03g55590*) encoding a MYB family protein, and *PTI5* (*Os01g0752500*, *LOC_Os01g54890*) encoding pathogenesis-related genes transcriptional activator 5, an AP2/ERF transcription factor (Fig. 5). The expression patterns of the other 29 genes encoding putative transcription factors or nuclear proteins during the time course of ammonium nitrate treatment are shown in Supplementary Fig. S3.

**Figure 5:**
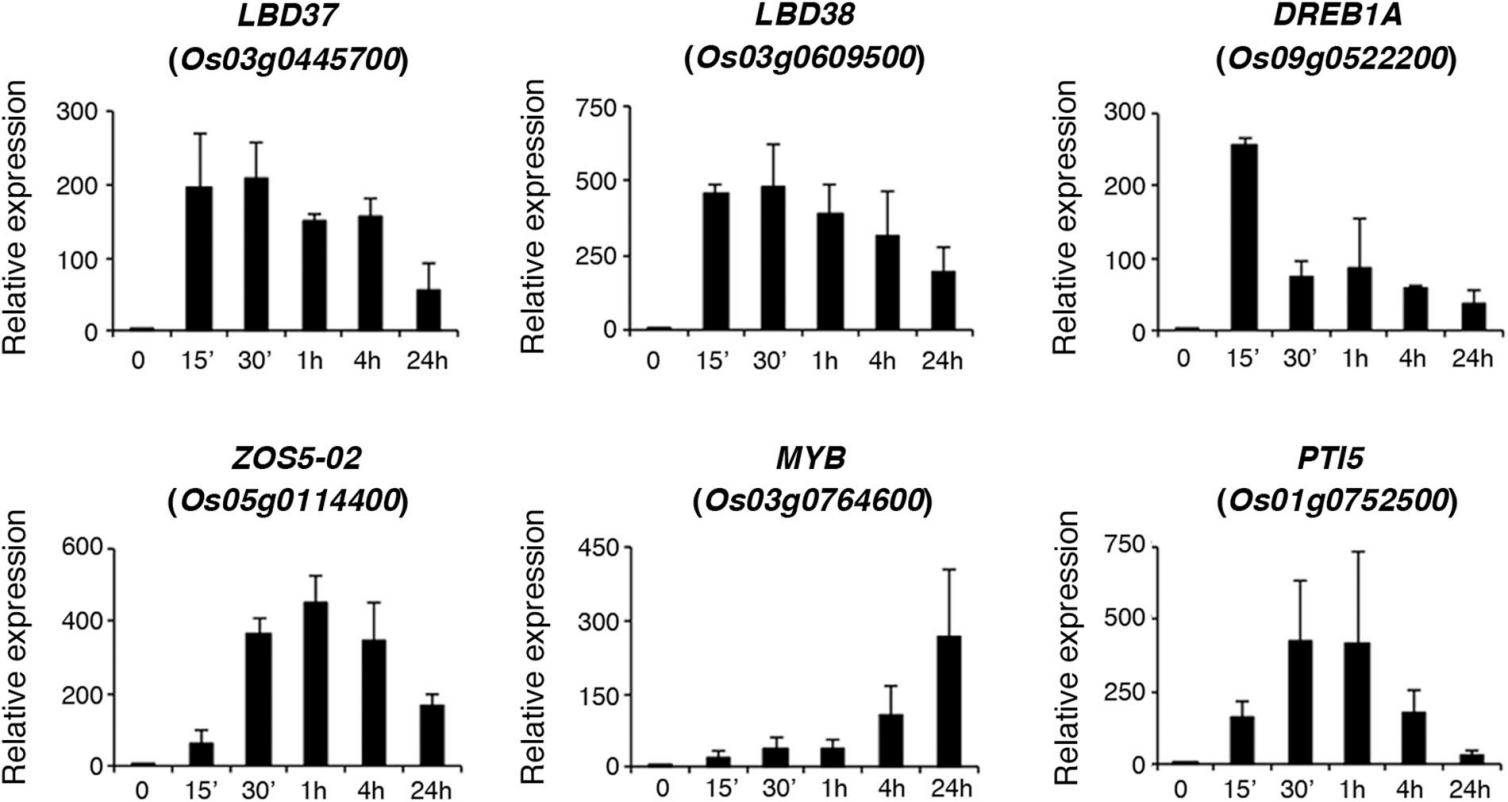
Quantitative RT-PCR analysis of representative transcription factor genes that are rapidly and strongly induced by ammonium nitrate. Total RNA extracted from roots of 17-day-old rice seedlings treated with ammonium nitrate for 0–24 h was used for qRT-PCR to analyze the expression of transcription factor genes *LBD37*, *LBD38*, *DREB1A*, *ZOS5–02*, *MYB*, and *PTI5*. Relative expression indicates the fold-change of each gene as compared to that of control. Results are shown as means ± SD from three biological repeats.

The effects of the ammonium nitrate time course on the expression of 12 protein kinase genes, including 6 genes encoding mitogen-activated protein kinase kinase kinases (MAPKKKs), 3 genes encoding CIPKs, 2 genes encoding receptor-like protein kinases, and one gene encoding a wall-associated receptor kinase (WAK), and two genes encoding protein phosphatases, are shown in Fig. 6A,B. Besides the genes shown in Figs 3, 5, 6 and Supplementary Fig. S3, the expression patterns of the other 96 genes during the time course of ammonium nitrate treatment are shown in Supplementary Fig. S4.

**Figure 6:**
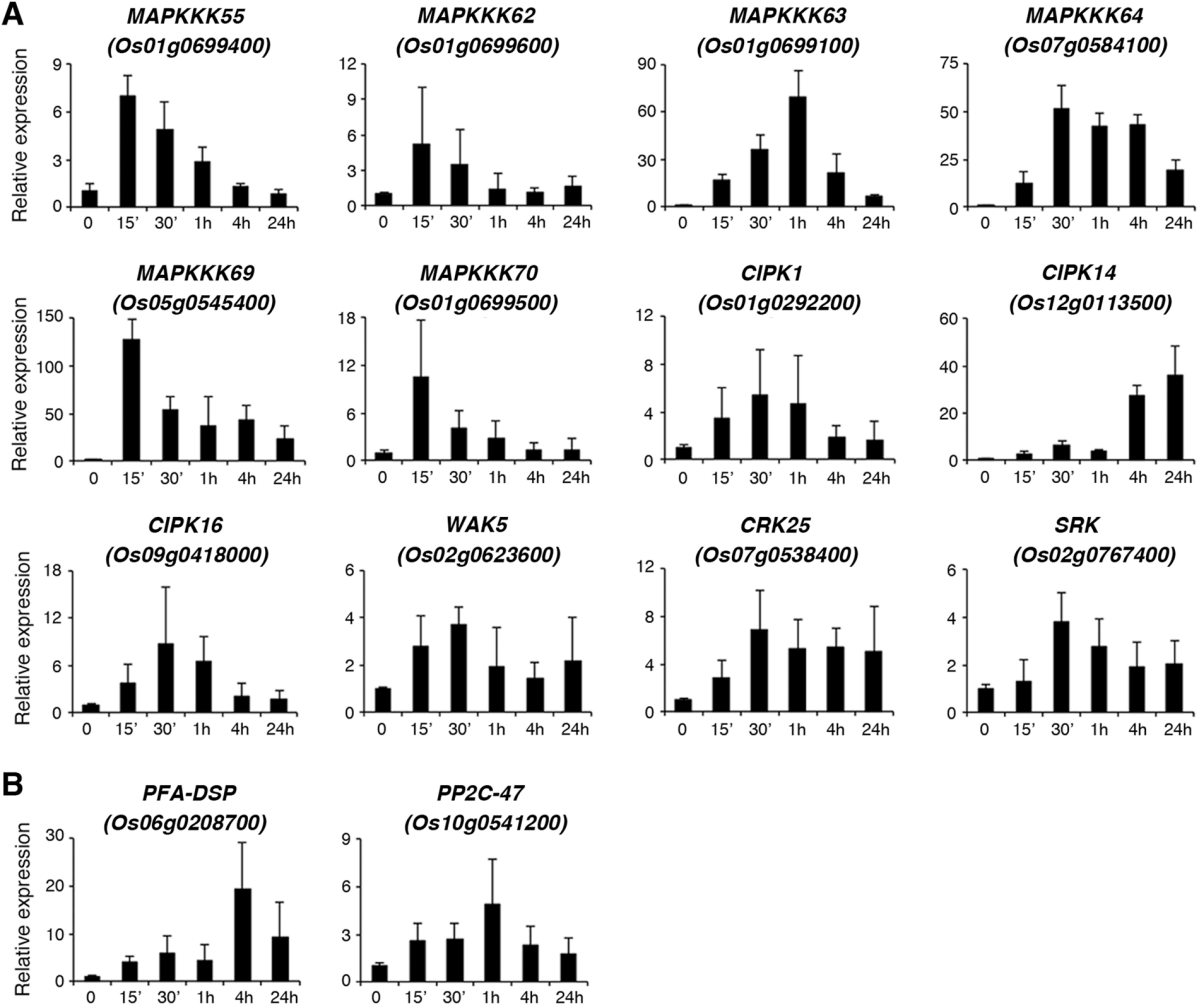
Regulation of nitrogen-responsive protein kinase/phosphatase genes by ammonium nitrate. Total RNA extracted from roots of 17-day-old rice seedlings treated with ammonium nitrate for 0–24 h was used for qRT-PCR to analyze the expression of protein kinase (**A**) and phosphatase (**B**) genes. Relative expression indicates the fold-change of each gene as compared to that of control. Results are shown as means ± SD from three biological repeats.

### Analysis of ammonium nitrate repressed genes

Only four genes were rapidly repressed by ammonium nitrate in rice roots. Among these genes, the expression of *Os07g0154100*, encoding 9-cis-epoxycarotenoid dioxygenase (NCED), a key enzyme in abscisic acid (ABA) biosynthesis, was rapidly and strongly repressed by ammonium nitrate (Fig. 7). These results suggest that treatment of N-starved rice seedlings with ammonium nitrate may inhibit ABA biosynthesis and signaling in the roots. 

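Few genes fell on the arrays, and none of them by as much as 4-fold. Of the 4 genes that the paper keeps as repressed, *IRL5*, which encodes an intracellular Ras-group-related LRR protein, could be named and measured. Its intensity was 177 and 168 on the −N arrays and 86.7 and 97.9 on the +N arrays, a log2 fold change of -0.91 (standard error 0.16, unadjusted p = 0.00749 from limma). This is a ratio of 0.534, short of a 2-fold decrease. It is the only measured gene of the list, so its p is the same when adjusted over the list alone, and the study chose the list on these arrays, so that it is not independent evidence of the direction. A further probe set of *IRL5* had a log2 fold change of -0.95 (standard error 0.15, unadjusted p = 0.00605). Of all genes, 4 fell at least 2-fold, and none of them has a name in the annotation table. *LOC4341927*, chosen as the 2nd largest of these decreases, had a log2 fold change of -1.13 (standard error 0.28, unadjusted p = 0.0227). The count of 8 lower probe sets was 20 after median centring, 14 after quantile normalization and 0 with pooled variance alone. It also moved in fits that left out an array, which set arrays of different scale against each other. The p of *IRL5* was 0.0529 without the −N array of replicate 1 and 0.0558 without the +N array of replicate 1.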

The expression of the other three genes, including *Os01g0196300* encoding basic helix-loop-helix domain-containing protein 25 (bHLH25), *Os10g0572300* encoding the intracellular Ras-group-related LRR protein 5 (IRL5), and *Os05g0192100* encoding a haloacid dehydrogenase (HAD) domain-containing protein, during the time course of ammonium nitrate treatment are shown in Fig. 7.

**Figure 7:**
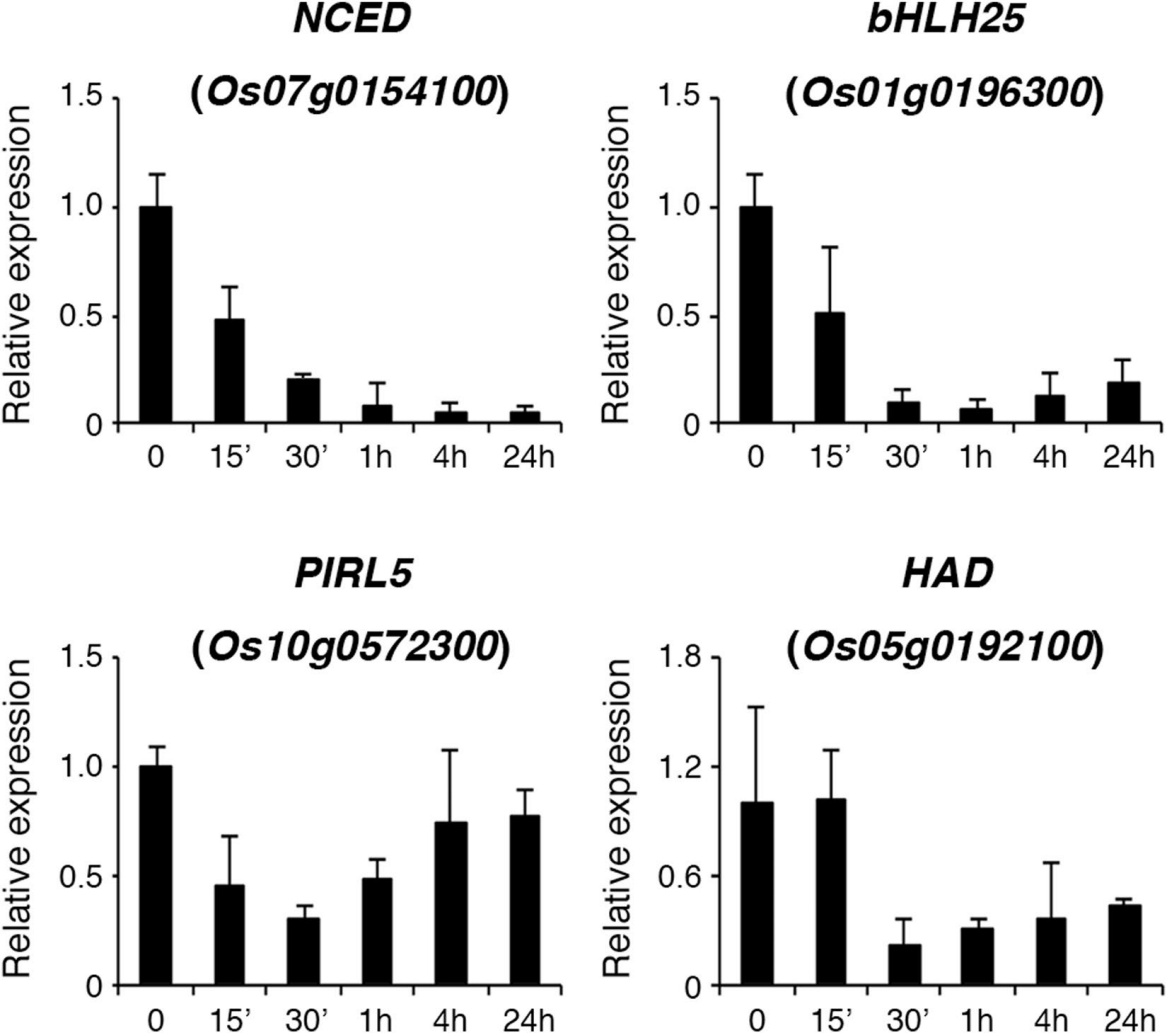
Ammonium nitrate rapidly repressed the expression of *NCED, bHLH25, PIRL5*, and *HAD* genes. Seventeen-day-old nitrogen-starved rice seedlings were transferred to hydroponics containing 1.43 mM ammonium nitrate for 0–24 h. Total RNA extracted from roots was used for qRT-PCR analysis. Relative expression indicates the fold-change of each gene as compared to that of control. Results are shown as means ± SD from three biological repeats.

### Induction of early ammonium nitrate-responsive genes in the shoots

To test if the early ammonium nitrate-responsive genes identified in the roots were also induced by the same treatment in the shoots, we used qRT-PCR analysis to measure the expression of selected genes during a time course of ammonium nitrate treatment (1.43 mM, 0–24 h). The genes examined include nitrate-responsive genes, transcription factor genes and protein kinase/phosphatase genes shown in Figs 3, 5 and 6, respectively. The results revealed that most of the well known nitrate-responsive genes induced by ammonium nitrate in the roots were also rapidly induced by ammonium nitrate in the shoots (Fig. 8A). However, the induction of these genes in the shoots was not as strong as that observed in the roots. For instance, the induction of *NAR2.2*, *NIA*, and *NIR* was only 2–3 fold in the shoots (Fig. 8A), whereas the induction of these genes was more than 200 fold in the roots (Fig. 3) after treatments with ammonium nitrate for 0.5–1 h. In addition, the expression of nitrate-responsive genes in the shoots seemed to peak at a later time point, as compared with the expression in the roots during the time course of ammonium nitrate treatment (compare Figs 3 and 8A). The expression of *Fd-RB1* and *FTR* in the shoots was not significantly induced by ammonium nitrate until treatment had occurred for 4–24 h (Supplemental Fig. S5A). While the expression of *GDU2* and *GDU6* was rapidly and strongly induced by ammonium nitrate in the roots, the expression of these gene was not significantly induced in the shoots under the same treatments (Supplemental Fig. S5A).

**Figure 8:**
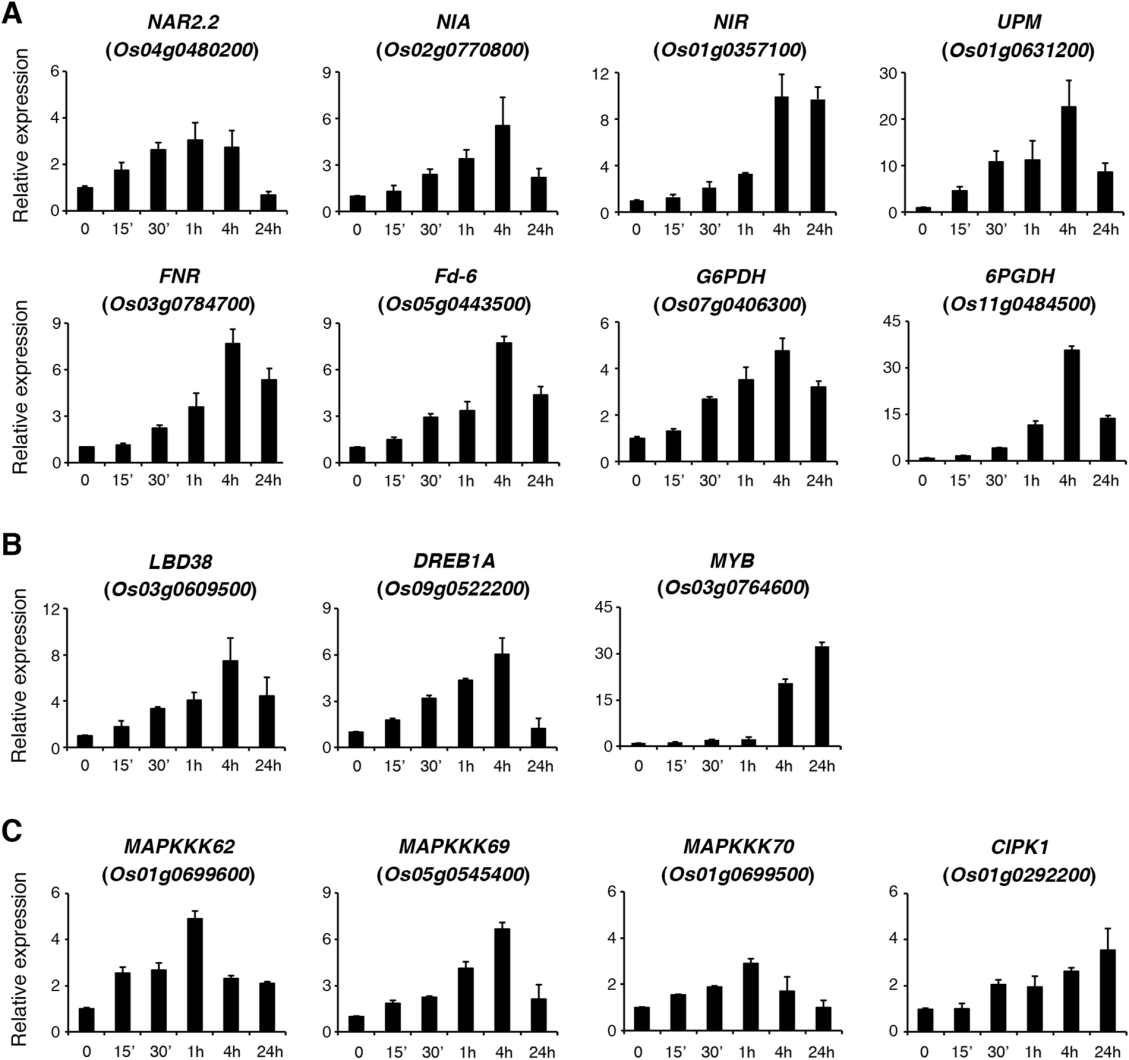
Quantitative RT-PCR analysis of genes induced by ammonium nitrate in the shoots. Seventeen-day-old nitrogen-starved rice seedlings were transferred to hydroponic solution containing 1.43 mM ammonium nitrate for 0–24 h. Total RNA extracted from shoots was used for qRT-PCR analysis. Relative expression indicates the fold-change of each gene as compared to that of control. Results are means ± SD from three biological repeats.

In contrast to the well known nitrate-responsive genes, many of the transcription factor and protein kinase/phosphatase genes identified in this study seemed to be specifically induced by ammonium nitrate in the roots. Of the 20 transcription factor and protein kinase/phosphatase genes examined here (Figs 5 and 6), only 7 genes were rapidly and significantly (>2 fold, 0.5–1 h treatment) induced by ammonium nitrate in the shoots (Fig. 8B,C). Similar to the trends observed in the nitrate-responsive genes, the expression of the transcription factor and protein kinase genes in the shoots peaked at a later time point, and the induction of these genes was weaker than that observed in the root samples during the time course of ammonium nitrate treatment (compare Figs 5 and 6 with Fig. 8B,C). The expression of the other 13 genes, except *LBD37* and *CIPK14*, was not induced or only slightly induced in the shoots during the time course of ammonium nitrate treatment (Supplemental Fig. S5B,C). The expression of *LBD37* and *CIPK14* in the shoots was induced approximately 5–6 fold after 24 h of ammonium nitrate treatment (Supplemental Fig. S5B,C). These results suggest that many of the early ammonium nitrate-responsive genes, especially transcription factor and protein kinase genes, identified in this study are specific to roots. Genes commonly induced by ammonium nitrate in both roots and shoots are expected to have a slower and weaker response in the shoots, as the treatment was conducted on the roots of rice seedlings grown in hydroponic solution.

### Genes commonly induced by ammonium nitrate, glutamine, and glutamate

We previously used microarray analysis to identify genes that were rapidly induced by 2.5 mM Gln or Glu^35,36^. Compared with the 158 genes identified in this study, ammonium nitrate induced 14 and 16 genes in common with Gln and Glu, respectively (Fig. 9A). These genes are listed in Supplementary Tables S4 and S5. The analysis revealed that only 7 genes were commonly induced by ammonium nitrate, Gln, and Glu (Fig. 9A). The proteins encoded by these 7 genes include three transcription factors, NAC5 (Os11g0184900), MYB (Os07g0119300), and LBD37 (Os07g0589000); two defense-related proteins, Bowman-Birk type trypsin inhibitor (BBTI, Os03g0823400) and xylanase inhibitor I-like protein (TAXI-I, Os05g0402900); one very long chain fatty acid biosynthetic enzyme, 3-ketoacyl-CoA synthase 11 (KCS11, Os02g0205500); and one protein of unknown function (Os02g0687200). 

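*NAC5*, one of the 7 genes shared with Gln and Glu, was measured by 3 probe sets, and all of them rose with ammonium nitrate. On the brightest of them the intensity rose from 1012 and 1369 in −N to 6495 and 6790 in +N roots, a log2 fold change of 2.50 (standard error 0.22, unadjusted p = 0.000842 from limma) and a ratio of 5.64. The other probe sets of *NAC5* had log2 fold changes of 3.37 (standard error 0.29, unadjusted p = 0.000823) and 3.60 (standard error 0.40, unadjusted p = 0.00182). *NAC5* is the only measured gene of the list, so its p is the same when adjusted over the list alone, and it did not pass when adjusted over all probe sets. The study chose this list on these arrays, so it is not independent evidence of the direction. The other 6 genes, and the Gln and Glu treatments, were not analysed here.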

We used qRT-PCR analysis to confirm that the expression of these 7 genes was rapidly (15 min–4 h) and strongly induced by ammonium nitrate, Gln and Glu (Fig. 9B).

**Figure 9:**
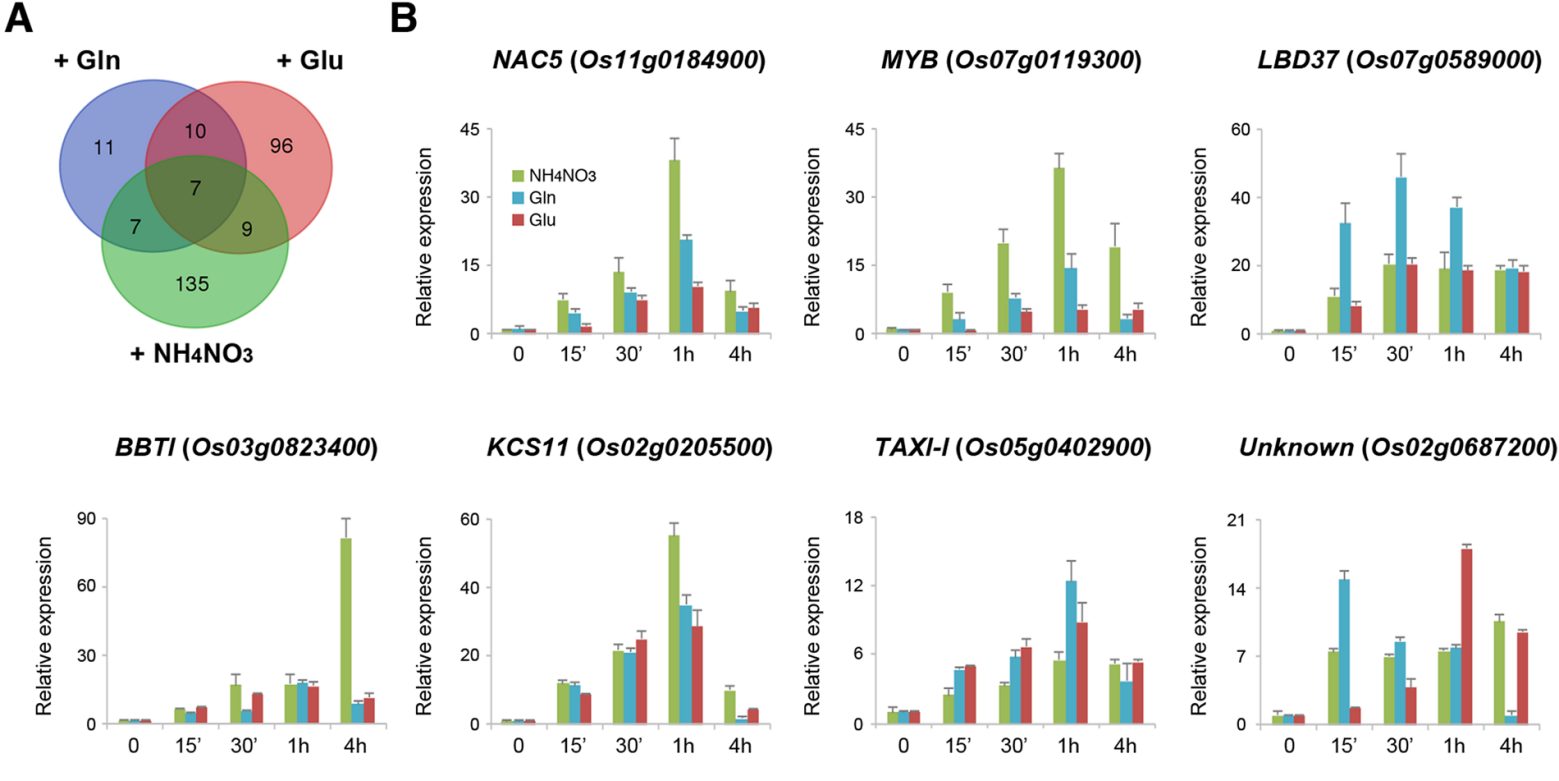
Identification of genes commonly induced by glutamine, glutamate, and ammonium nitrate in rice roots. (**A**) Venn diagram showing the number of differentially expressed genes for treatments with glutamine^35^, glutamate^36^, and ammonium nitrate (this study). (**B**) Quantitative RT-PCR analysis of *NAC5*, *MYB*, *LBD37*, *BBTI*, *KCS11*, *TAXI-I*, and an unknown gene. Seventeen-day-old nitrogen-starved rice seedlings were transferred to hydroponic solution containing 2.5 mM glutamine, glutamate, or 1.43 mM ammonium nitrate for 0–24 h^35,36^. Total RNA extracted from roots was used for qRT-PCR analysis. Relative expression indicates the fold-change of each gene as compared to that of control. Results are shown as means ± SD from three biological repeats.

Obertello *et al*. examined the effects of ammonium nitrate, at a much higher concentration (40 mM nitrate, 20 mM ammonium) and for a longer time (2 h), on the expression of rice genes^40^. In addition, a genome-wide transcriptome analysis of rice seedling roots in response to treatment with 1 mM ammonium for 3 h was recently reported by Chandran *et al*.^25^. We compared the 158 up-regulated genes identified here with the results from these two studies. Unexpectedly, the 158 genes induced by a low concentration ammonium nitrate (this study) shared only 27 and 38 genes with those reported by Obertello *et al*.^40^ and Chandran *et al*.^25^, respectively, and only 17 genes were shared by all three studies (Supplementary Fig. S6, Supplementary Tables S6–8). Interestingly, 8 of the 17 commonly induced genes encode proteins involved in nitrate/nitrite assimilation (NIA and NIR), ferredoxin reduction (Fd6, FdRB1, FNR, and FTR), and the pentose phosphate pathway (G6PDH and 6PGDH2) (Supplementary Table S8). *Os03g0764600*, encoding a MYB domain-containing protein, is the only transcription factor gene commonly induced by all three studies (Supplementary Table S8). These results suggest that our study identified a specific set of early N-responsive genes, especially those encoding transcription factors and protein kinases.

## Discussion

Ammonium has been considered the predominant nitrogen source for paddy field-grown rice^41^. However, the aerenchyma cells in rice roots may release oxygen to the rhizosphere, where ammonium can be converted to nitrate^32^. Several studies suggested that rice roots could efficiently take up nitrate formed by nitrification in the rhizosphere, and the rates of nitrate uptake were comparable to those of ammonium^33,42,43^. It is likely that rice roots grown under wetland conditions will simultaneously encounter both ammonium and nitrate. Therefore, we decided to study the effects of ammonium nitrate, rather than ammonium or nitrate alone, on rice seedlings. We are particularly interested in identifying genes that can rapidly respond to ammonium nitrate in rice roots. First, we used hydroponics to confirm that the optimal concentration for ammonium nitrate to support rice seedling growth was around 1–2.5 mM (Fig. 1) and adopted the concentration of 1.43 mM ammonium nitrate, as recommended by the International Rice Research Institute (IRRI), in this study^34^. The concentration of inorganic nitrogen in soil varies dramatically, ranging from a few hundred micromolar to around 20 mM or even higher, depending on soil type, microbial activity, and fertilizer addition *etc*.^44,45^. In contrast, the concentration of inorganic N inside the plant cell is less variable than that in soil. It has been estimated that the nitrate concentrations are 1–6 mM in the cytosol, and 5–75 mM in the vacuole^45^. Thus, the concentration of ammonium nitrate used in this study is of physiological significance.

The ammonium nitrate fed to N-starved rice seedlings will be assimilated into Gln and Glu via the GS/GOGAT cycle, where the amino acids serve as primary N donors for the synthesis of other N-containing compounds in the plant cell. Analysis of free amino acids in the roots of N-starved rice seedlings revealed that Gln was the only amino acid that rapidly accumulated after 15–30 min of ammonium nitrate treatment (Fig. 2A). The levels of Glu did not increase significantly until 8 h of ammonium nitrate treatment (Fig. 2B). It was somewhat unexpected that the amounts of Glu in the rice seedling roots decreased slightly within the first hour of ammonium nitrate treatment (Fig. 2B). Glu is a very active amino acid that serves as a precursor for many important metabolites in plants^36^. For instance, most of the transamination reactions require Glu as the N donor. The transfer of rice seedlings from N-deficient to N-sufficient conditions may quickly activate the synthesis of N-containing compounds, which includes many transamination reactions to consume Glu. It is possible that the demand for Glu was high during the early stage of ammonium nitrate treatment and the newly synthesized Glu was insufficient to meet the demand. Thus, steady-state levels of Glu decreased slightly within the first hour of ammonium nitrate treatment (Fig. 2B). Asp is another active amino acid that serves as a precursor for the synthesis of other amino acids and N-containing compounds. Similar to Glu, feeding of ammonium nitrate to N-starved rice seedlings resulted in a slight decrease in Asp levels within the first hour, but Asp started to increase after 8–16 h of treatment (Fig. 2C).

We also observed the rapid accumulation of Gln but not Glu in our previous studies when Gln or Glu was used to feed N-starved rice seedlings^35,36^. Unexpectedly, feeding of Glu to N-starved rice seedlings resulted in rapid accumulation of Gln but not Glu in the roots^36^. These results indicated that the exogenous Glu taken up by rice roots was quickly converted to the other N-containing compounds inside the plant cells^36^. Similarly, feeding of ammonium nitrate to N-starved rice seedlings for 15–30 min also resulted in rapid accumulation of Gln but not Glu. These results suggested that the absorbed ammonium nitrate was rapidly assimilated into Gln and Glu, and the newly synthesized Glu was also quickly converted into other N-containing compounds inside the plant cells. It is interesting that feeding of ammonium nitrate, Gln, or Glu to N-starved rice seedlings for 15–30 min resulted in significant increases in Gln but not Glu in the roots. The status of endogenous Gln has been proposed as a signal for N sufficiency in bacteria^46^. It is conceivable that plants may also use Gln as a signaling molecule to regulate metabolism, growth, and development^35^. Furthermore, these results also support the notion that the endogenous level of Glu is tightly regulated in plants^36^. It will be interesting to further investigate how the homeostasis of Glu is maintained in plants.

It is well known that ammonium and nitrate have synergistic effects in promoting rice growth^47^. However, the combinatorial effects of these two forms of inorganic N on the expression of rice genes has been less well studied. Here, we applied microarray and qRT-PCR analyses to identify genes that were rapidly regulated by ammonium nitrate (1.43 mM, 30 min) in rice roots. Interestingly, GO enrichment analysis revealed that the early ammonium nitrate-responsive genes identified in this study were related to “transcription factor activity”, “nucleus”, and “protein amino acid phosphorylation”.

We identified at least 35 early ammonium nitrate-responsive genes encoding transcription factors/nuclear proteins and several of these genes encode homologs of well-characterized N regulatory proteins. For instance, the Arabidopsis LBD37/38/39 proteins are involved in the regulation of N responses^37^. The expression of rice *LBD37/38/39* genes was rapidly and strongly induced by ammonium nitrate in the roots (Fig. 5 and Table 2). The maize Dof1 transcription factor is a positive regulator for N assimilation and plant growth^14,15^. The expression of rice *DOF4.6* (*Os04g0567800*) was also rapidly induced by ammonium nitrate (Supplementary Fig. S3 and Table 2). The MYB domain-containing proteins Os03g0764600 and Os07g0119300 belong to the G2-like transcription factor family subgroup HHO (for hypersensitivity to low phosphate-elicited primary root shortening1 [HRS1] homolog)^40^. The expression of these two genes was rapidly and strongly induced by ammonium nitrate (Fig. 5 and Supplementary Fig. S3). *Os03g0764600* has the highest number of connections in the Rice-Arabidopsis N-regulatory Network –Union analyzed by Obertello *et al*.^40^. Interestingly, *Os03g0764600* is also the only transcription factor gene commonly induced by ammonium^25^, and high^40^ and low (this study) concentrations of ammonium nitrate (Supplementary Table S8).

It is intriguing that several early ammonium nitrate-responsive transcription factor genes identified in this study are well known to be involved in stress signaling pathways. For instance, *NAC5* (*Os11g0184900*) is involved in abiotic stress tolerance^48–50^. The CIGR2 (Os07g0583600) transcription factor is involved in biotic stress responses^51^. The expression of *DREB1A* (*Os09g0522200*) was induced by drought and cold^52,53^. The expression of *RAP2-9* (*Os06g0166400*), which encodes an AP2 transcription factor, was also induced by drought^52^. The expression of these stress-related transcription factor genes was rapidly and strongly induced by ammonium nitrate (Fig. 5 and Supplementary Fig. S3). The involvement of these genes in the regulation of N responses has yet to be characterized in rice. Most of the transcription factor genes identified here are of unknown function (Table 2). It is likely that we have identified novel regulatory proteins involved in N responses. Some of the transcription factors identified here may play important roles in N sensing and signaling in rice.

In addition to transcription factors/nuclear proteins, we have identified several early ammonium nitrate-responsive genes encoding MAPKKK and CIPK proteins (Fig. 6 and Table 2). The MAP kinase cascade is involved in biotic and abiotic stress responses in plants^54^. However, the involvement of MAPK in N sensing and signaling is less studied. In Arabidopsis, MEKK1 is involved in Glu signaling^55^ and MKK9 modulates N acquisition under N-limiting conditions^56^. Arabidopsis CIPK8 is involved in early nitrate signaling^38^, whereas CIPK23 regulates the activity of ammonium and nitrate transporters^39,57^. We used qRT-PCR to confirm that the expression of 6 rice *MAPKKK* genes, e.g. *MAPKKK55, 62–64, 69*, and 70, was rapidly and strongly induced by ammonium nitrate in the roots (Fig. 6). The functions of these *MAPKKK* genes have yet to be characterized. As the functions of most protein kinases/phosphatases identified here are still unknown, it will be interesting to further investigate if these protein kinases/phosphatases are directly involved in the regulation of N signaling pathways in rice.

It is interesting that feeding of ammonium nitrate to N-starved rice seedlings also rapidly induced the expression of genes involved in defense/stress responses. In addition to the abovementioned *DREB1A*, *NAC5*, *RAP2-9*, *CIGR2*, and *MAPKKKs*, ammonium nitrate also rapidly induced the expression of many stress-responsive genes, such as *BBTI*, *KCS11*, and *TAXI-I* (Fig. 8). This is reminiscent of our previous studies on the identification of early Gln- and Glu-responsive genes in rice roots^35,36^. 

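Lists of WRKY, pathogenesis-related and jasmonate genes were shifted upward in camera, with median log2 fold changes of 0.79, 0.31 and 0.19, but not with an estimated correlation, and none of their genes was called. Of 17 pathogenesis-related and chitinase genes, 0 were called in limma, and 10 were higher in both replicates while 0 were lower in both. The highest of them, the chitinase gene *Cht11*, had a log2 fold change of 1.11 (standard error 0.52, unadjusted p = 0.115). In camera this list gave an adjusted p = 0.00645, and an adjusted p = 0.840 with an estimated correlation. Of 13 genes of jasmonate synthesis and JAZ repressors, 0 were called, and 8 were higher in both replicates. The JAZ gene *TIFY10C* had a log2 fold change of 0.72 (standard error 0.63, unadjusted p = 0.325), -0.10 in replicate 1 and 1.54 in replicate 2. This list gave an adjusted p = 0.0194 in camera and an adjusted p = 0.494 with an estimated correlation. Of 6 WRKY genes, 0 were called (camera, adjusted p = 8.0e-05, and adjusted p = 0.360 with an estimated correlation). *OsWRKY71* had a log2 fold change of 0.93 (standard error 0.17, unadjusted p = 0.00851), while *OsWRKY76* was 3.75 higher on the log2 scale in replicate 2 and differed by -0.25 in replicate 1. Of 27 heat shock protein genes and 10 peroxidase genes, 0 were called in either list (camera, adjusted p = 0.144 and 0.823). In each of these lists 0 genes passed when adjusted over the list alone. The lists of this paragraph were not built from the stress and defense genes that the paper names. Their counts therefore do not test its statement about those genes. Of the genes it names, *DREB1A*, *NAC5* and *CIGR2* rose, with log2 fold changes of 3.87, 2.50 and 1.93. The study chose them on these arrays, so this is not independent evidence. The others it names could not be matched by name.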

We have shown that feeding of Gln or Glu to N-starved rice seedlings can rapidly induce the expression of metabolic and stress/defense-responsive genes^35,36^. Here, we found that the expression of many genes involved in metabolism and stress/defense responses was also rapidly induced by ammonium nitrate. It seems that feeding of ammonium nitrate, Gln, or Glu to N-starved rice seedlings shares a common theme in the activation of metabolic and stress/defense-related genes. Thus, N nutrients not only promote plant growth and development but also rapidly equip plants with stress/defense genes to cope with adverse environments. These findings suggest that N nutrition and its signaling pathways are interconnected with stress/defense responses, regardless of the form of N. The identification of early ammonium nitrate-, Gln-, and Glu-responsive transcription factor and protein kinase/phosphatase genes provides useful information for future studies on the crosstalk between N and defense/stress signaling pathways in plants.

Transcriptomic analyses revealed that feeding of ammonium nitrate (1.43 mM), Glu (2.5 mM) and Gln (2.5 mM) to N-starved rice seedlings for 30 min rapidly induced the expression of 158, 124, and 35 genes in the roots, respectively (Fig. 8A). These results indicate that ammonium nitrate and Glu have more profound effects than Gln on the induction of gene expression in rice roots. In addition to their roles as metabolic fuels, the signaling functions of nitrate and Glu are widely accepted in plants. By contrast, the signaling role of Gln is less well-established in plants. Although the total number of Gln-induced genes is small, 10 of the 35 early Gln-responsive genes encode transcription factors^35^. Interestingly, some of the early Gln-responsive transcription factor genes play important roles in the regulation of N and stress responses^35^. These results suggest that Gln may function as a metabolic fuel and a signaling molecule in plants. Feeding of ammonium nitrate to N-starved rice seedlings resulted in rapid accumulation of Gln in the roots within 15 min (Fig. 2) indicating that the absorbed ammonium nitrate was quickly converted to Gln and Glu via the GS/GOGAT cycle. This raises the interesting question of whether some of the early ammonium nitrate-responsive genes may be actually responsive to Gln and/or Glu. Comparisons among our transcriptomic data derived from rice roots revealed that early ammonium nitrate-responsive genes shared only 14 and 16 genes with those of Gln and Glu, respectively. The majority of early ammonium nitrate-responsive genes, e.g. 135 out of 158, are specifically induced by ammonium nitrate (Fig. 8A). Similarly, most of the early Glu-responsive genes (96 out of 124) are specific to Glu (Fig. 8A). These results suggest that ammonium nitrate, Glu, and Gln are highly specific for the induction of their early responsive genes. Therefore, the indirect effects of ammonium nitrate mediated by Gln and/or Glu on the induction of early responsive genes were limited in rice roots.

Still, we identified 7 genes, *NAC5* (*Os11g0184900*), *MYB* (*Os07g0119300*), *LBD37* (*Os07g0589000*), *BBTI* (*Os03g0823400*), *TAXI-I* (*Os05g0402900*), *KCS11* (*Os02g0205500*), and an unknown gene (*Os02g0687200*), that are commonly induced by ammonium nitrate, Gln, and Glu in rice roots (Fig. 8A). The expression of *NAC5* (*Os11g0184900*) and *MYB* (*Os07g0119300*) was preferentially induced by ammonium nitrate and the expression of *LBD37* (*Os07g0589000*) was preferentially induced by Gln (Fig. 8B). Nevertheless, the expression of these 7 genes was rapidly and strongly induced by ammonium nitrate, Gln, and Glu (Fig. 8B). It is tempting to hypothesize that these genes may be involved in the regulation of more general N signals. Interestingly, the functions of these genes are either related to N signaling (*LBD37* and *MYB*) or stress/defense responses (*BBTI*, *TAXI-I*, and *KCS11*), which coincide with the common theme of early ammonium nitrate-, Gln-, and Glu-responsive genes discussed above.

Plants encounter different forms of N in nature and therefore, mechanisms to perceive specific form of N and generate specific responses can help plants adapt to the changing environment. The nutritional effects of ammonium nitrate on rice have been recognized for a long time. We recently demonstrated that the first organic N compounds derived from the primary N assimilation pathway, e.g. Gln and Glu, were also very effective at supporting rice seedling growth^35,36^. In support of their respective nutritional effects, feeding of ammonium nitrate, Gln, and Glu to N-starved rice seedlings rapidly induced the expression of genes specifically involved in the transport and metabolism of different forms of N. Moreover, ammonium nitrate, Gln, and Glu also exert their signaling functions to activate the expression of specific sets of genes. We have identified several N-responsive regulatory genes and stress-responsive genes that are specifically induced by ammonium nitrate in this study. In addition, we have uncovered a few candidate genes that are commonly induced by ammonium nitrate, Gln, and Glu. The discovery of these specific and general N regulatory genes provides useful information for further dissecting the molecular mechanisms of N signaling pathways and their interactions with stress/defense responses in rice.

## Methods

### Plant material and growth conditions

Rice (*Oryza sativa* L. ssp. *japonica* cv. TNG67) seeds were germinated in darkness at 30 °C for 3 days. After germination, the etiolated rice seedlings were transferred to hydroponic solutions^34^ without (−N) or supplemented with 0.1–10 mM NH_4_NO_3_ in a controlled growth chamber at 30 °C under a 12-h light/12-h dark photoperiod with 200 µmol photons m^−2^ s^−1^ light intensity and 70% relative humidity for 2 weeks. The hydroponic solution was renewed every 3 days in all experiments.

### Measurement of chlorophyll content

The Chlorophyll Content Meter (CCM-300, Opti-sciences, NH, USA) was used to measure the amount of chlorophyll in the leaves of 17-day-old rice seedlings grown in hydroponic solutions −N or supplemented with 0.1–10 mM NH_4_NO_3_. Fifteen biological replicates with 3 technical repeats from each treatment were used for chlorophyll measurement.

### RNA isolation and microarray analysis

Total RNA extracted from roots of 17-day-old rice seedlings grown in hydroponic solution −N or +1.43 mM NH_4_NO_3_ for 30 min (+N) was used for microarray analysis with the GeneChip Rice Genome Array (Affymetrix, Santa Clara, CA, USA). The method for total RNA isolation was as described previously^58^. RNA samples from two biological repeats were used for the microarray experiment conducted by the Affymetrix Gene Expression Service Lab at Academia Sinica, Taipei, Taiwan (http://ipmb.sinica.edu.tw/affy/). Target preparation, hybridization, washes, staining, array scanning, and data analysis were performed as described^35^. Two-fold cutoff and a *p*-value less than 0.05 were applied to select for up- and down-regulated genes after 1.43 mM NH_4_NO_3_ treatment for 30 min. AgriGO (http://bioinfo.cau.edu.cn/agriGO/) was used to perform the gene ontology (GO) analysis of 158 NH_4_NO_3_ up-regulated genes compared with the genome-wide background with an adjusted *p*-value (False Discovery Rate, FDR) cutoff of 0.05. The GO categories consisting of three structured networks, e.g. biological process, cellular component and molecular function, of defined terms were derived from Gene Ontology (http://www.geneontology.org). The nomenclature of rice MAPKKKs listed in this study was according to Rao *et al*.^59^. A web-based program EXPath (http://expath.itps.ncku.edu.tw) was used to analyze KEGG pathway enrichment with the thresholds of *p*-value < 0.05.

### Quantitative RT-PCR analysis of NH_4_NO_3_-responsive genes

To examine the effect of NH_4_NO_3_ on the expression of NH_4_NO_3_-responsive genes, 17-day-old rice seedlings grown in -N hydroponic solution were transferred to solutions containing 1.43 mM NH_4_NO_3_ for 0–24 h. Total RNA extracted from roots and shoots of NH_4_NO_3_-treated rice seedlings was digested with DNase I and used for qRT-PCR analysis. All of the expression data from root samples were normalized to the nuclear gene *UBC3* (*Os02g0634800*). Two reference genes, *UBC3* (*Os02g0634800*) and *UBQ10* (*Os02g 0161900*), were used to normalize the expression data for shoot samples. The primers used for qRT-PCR analysis are listed in Supplementary Table S9. The cDNA sequences of *CIPK14* and *CIPK15* are very similar and the primers used in qRT-PCR analysis cannot distinguish these two genes. The qRT-PCRs were performed in triplicate for each sample in three independent experiments. The expression of genes listed in Supplementary Table S1 was up- or down-regulated by ammonium nitrate (1.43 mM, 30 min) for more than 2-fold in the qRT-PCR analysis.

### Amino acid analysis

Seventeen-day-old rice seedlings grown in -N hydroponic solution were transferred to fresh −N or −N supplemented with 1.43 mM NH_4_NO_3_ for 0–24 h. The method for amino acid extraction from rice roots was described previously^35^. Amino acid samples from four biological repeats were analyzed using the Waters Acquity UPLC system equipped with a Waters AccQ•Tag Ultra column (2.1 mm × 10 mm, 1.7 μm particles) as previously described^35^.

### Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Information files. The microarray datasets generated and analyzed during the current study are available in the NCBI GEO repository GSE98017 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE98017).

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

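The data are 4 Affymetrix Rice Genome Arrays of rice roots, 2 of N-starved seedlings kept without N (−N) and 2 of seedlings given 1.43 mM ammonium nitrate for 30 min (+N). The labels call the replicates biological and give each group the replicate numbers 1 and 2. They do not say whether the replicates were grown in separate cultures, so the p-values measure the spread between these samples. The authors hybridized biotin-labelled cRNA, and their deposited values are probe set intensities on a linear scale, without pooling of replicates. The submitters' processing notes name GCOS and RMA without versions, and the normalization is not given in the sources used here. The paper refers to an earlier article for the data analysis. The values of the 4 arrays do not share a single distribution, so they had not all been brought to a common distribution together.

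From the deposited intensities, 187 control probe sets of 57381 were left out. Values below the 5th percentile of all values, an intensity of 5.16, were set to it, which concerned between 3.59% and 6.92% of the probe sets of an array, and log2 values were taken. Linear models with moderated variance were fitted with limma 3.58.1 in R 4.3.3 over the remaining 57194 probe sets, with group as the only term. A probe set was called at a change of at least 2-fold and an unadjusted p under 0.05. The paper's methods give the same numbers and do not state whether the p was adjusted. Counts after Benjamini-Hochberg adjustment were made beside these. Since none passed, calls are named as unadjusted throughout. Genes were named through the platform's annotation and a gene table of assembly ASM3414082v1, used for names only. All 17905 genes with a probe set were found in that table. For each gene the probe set with the highest mean log2 value was used. No coordinates are given, because the array's own build is not given in the sources used here.

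Gene lists were fixed as RAP identifiers or as words of a gene description. The annotation holds neither, so identifiers were matched to genes by their published name and chromosome, and descriptions were replaced by patterns of gene names and synonyms, both before any fold change was computed. This departs from the design as first written. Some members can be wrong, such as *AGPS2* of starch synthesis, which entered the sulfate list through a synonym. Of 38 lists, 30 had at least 3 measured genes and were tested with camera (inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the lists. The lists cover ammonium transport and assimilation, nitrate transport and reduction, sulfate, ferredoxin, the pentose phosphate pathway, glutathione S-transferases, peroxidases, abscisic acid, jasmonate, auxin, low oxygen, type-A response regulators, aquaporins, expansins, histones, ribosomal and heat shock proteins, calcium signalling, defense, transcription factor and kinase families, phosphatases, leaf markers, reference genes and the paper's own gene lists. Enrichment among risen genes was tested with Fisher's exact test, two-sided, against the 2458 named genes.

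The text names every gene of the paper's array lists that could be matched and is linked to a probe set in the annotation, and the 15 largest increases among named genes called with both +N arrays on the same side of both −N arrays. It was to name the 10 largest decreases, but no named gene fell. Members of the fixed lists past the adjusted threshold were to be named as well, and there were 0 in limma. The fold changes of Tables 1 and 2 were seen before this rule was written, and list members outside the rule were chosen after their values were seen. Alternatives were median centring, quantile normalization, a filter on dim probe sets, limma with trend and robust moderation, an ordinary linear model with pooled variance, the replicate number as a block, leaving out each array, fold thresholds of 1.5 and 3, an offset of 16 in place of the floor, other rules for the probe set of a gene, camera with an estimated correlation, and fry. The fit was tested on simulated data with 200 changed probe sets and independent error between arrays. Of 50 probe sets changed 2-fold, 46% were recovered without adjustment, of those changed 4-fold 84%, of those changed 8-fold 90% and of those changed 16-fold 98%. After adjustment 0% were recovered at each size. The errors of these arrays are correlated between them, so these shares do not carry over to the data. Figures were drawn with matplotlib 3.10.9. The number of arrays limits the precision of every value. Arrays of shoots, amino acid contents, growth and qRT-PCR were not analysed here.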

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

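The tests of explanations in this part were all chosen after the values they bear on were seen. Of the 15 named genes with the largest increases, 7 are not discussed in the paper's text, and whether its supplementary lists hold them was not examined here. Their log2 fold changes were 3.95 for *NRT2.2*, 3.19 for *NIA1*, 2.80 for *ADF-5*, 2.40 for *NAS1*, 2.38 for *BFRP*, 2.06 for *NSHB1* and 2.03 for *NAC068*, with unadjusted p between 0.00145 and 0.0402 in limma. These are the values of the brightest probe set of a gene, and dimmer ones had 0.15 for *NIA1* (mean over both 1.67) and 0.61 for 1 of those of *NSHB1*. None of these passed after adjustment over all probe sets, and those of *NRT2.2*, *NAS1*, *NSHB1* and *NAC068* lost the unadjusted call without 1 or more of the arrays.

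Genes of nitrate uptake and reduction stood higher on the −N array of replicate 2 than on that of replicate 1. Over *NRT2.2*, *NRT2.3*, *NIA1*, *NAR2.2*, *FNR* and *6PGDH2* the median difference was 1.32 on the log2 scale, and on the +N arrays it was 0.10. Large differences between the −N arrays were not limited to these genes. From replicate 1 to replicate 2 the intensity went from 29.2 to 104 for *NAS1* and from 184 to 80.8 for *NAC068*. Apart from the genes of Table 2, other gene lists were not compared in this way. The overall scale of the arrays may account for a part of the difference in the nitrate genes, but not for all of it. Their median was still 0.84 after quantile normalization, with values from 0.26 for *6PGDH2* to 1.51 for *NRT2.2*. Brightness does not account for this remainder, since 0.03% of 10000 random sets of 6 probe sets of like −N signal had a median as large. Whether all responsive genes were partly induced in these roots stays open. The 3 genes of Table 1 had a mean difference of 0.50 and the 11 genes of Table 2, which the study chose in the same way, one of -0.10 (exact permutation of genes, two-sided, p = 0.0742, over genes, which are not independent replicates). All 6 nitrate genes, with a mean of 0.89, differed from those of Table 2 (exact permutation of genes, two-sided, p = 0.00162), which speaks against such a state. But 3 of the 6 were not chosen by the study, whose threshold favours genes that differ little between replicates, so this comparison does not exclude it. That the −N roots of replicate 2 may have met some nitrate before harvest is a further hypothesis, which no sample here tests and which rests on a single array.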

How the results depend on the processing

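The choices below were made before the data were examined. With an unadjusted p, 274 probe sets were called as described, 171 without moderation of the variance, 573 at 1.5-fold and 110 at 3-fold, where the changed threshold is the cause. Leaving out each array in turn gave 194 to 772, and the balance of calls moved most in these fits (345 higher and 413 lower without the −N array of replicate 1, 543 and 229 without that of replicate 2, 159 and 35 without the +N array of replicate 2, 300 and 5 without that of replicate 1). Such a fit sets arrays of different scale against each other, and the lone array is assumed to vary like the other group. Median centring gave 355 (335 higher), quantile normalization 278 (264 higher), trend and robust moderation 311 and an offset of 16 238, and they shared 269, 236 and 274 calls with the 274 for the scalings and the moderation. After adjustment 0 probe sets passed in limma, against 694 of 57194 with an unadjusted p under 0.05, which is a share under 0.05. Once dim probe sets were left out, 18 passed, all higher, and with them 2 transcription factors of Table 2. Fewer probe sets are tested there, and the moderation of the variance also changed. At unchanged log2 fold changes the unadjusted p of *OsC3H37* in limma was 4.1e-06 there, against 7.7e-05 in the main fit. That of *DREB1A* was 1.5e-05 against 0.00159, while that of *IRL5* was higher, 0.0367 against 0.00749. How much each change contributed to the 18 was not tested. The gene lists that passed in camera include those of the study's Table 1 and Table 2, chosen on these arrays, so their passing is not independent evidence. Of 30 gene lists, 14 passed in camera, 12 with the replicate block and 14 without dim genes, where the transcription factors were gained (adjusted p = 0.00814) and the aquaporins lost (adjusted p = 0.210), but 0 with an estimated correlation and 0 in fry. The cause was not tested. The protein kinases (adjusted p = 0.133) and the aquaporins (adjusted p = 0.119) were the lists lost with the block. The odds ratio of transcription factors ran from 1.39 to 3.21 when each array was left out, and by the adjusted p only the fit without the −N array of replicate 1 (3.21) still passed. That of protein kinases ran from 1.95 to 2.88 and passed without the −N array of replicate 2 (2.88), without dim genes (3.11), with the replicate block (2.94) and with the mean over probe sets (3.47). The cause was not tested. The planned definition of risen genes by an unadjusted p coincided with the one used. With the replicate number as a block 309 probe sets were called, 294 of them higher, and 260 were shared. The replicate 1 minus replicate 2 differences of both treatments correlated across probe sets (Pearson r = 0.561, over probe sets, which are not independent replicates), but no source says that a number marks a shared batch, so the pairing was not used in the main fit. Values given by replicate, such as counts of genes higher in both, set arrays of the same number side by side as description only. Without the block, a difference that arrays of a number share counts as residual spread, which can make the p-values of the main fit too large. Among the 22 genes named by the fixed rule the block changed the unadjusted call of *DREB1B* (unadjusted p = 0.00317) and no other, while over all named genes 42 rose with it, against 35. Over 11 or 12 settings for each of 22 named genes, 233 values kept their direction and their side of the threshold, 27 kept the direction and lost the call, 2 gained it and 0 turned. In simulated data with independent error, 892 of 56994 unchanged probe sets met the unadjusted thresholds. That is more than the 274 called in the data, so the simulation, whose errors lack the correlation of the arrays, does not describe them. Signal near the floor understates a fold change.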

Differences from the paper's values

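Of 14 fold changes of Tables 1 and 2 that could be compared, 13 lay within 1.5 times the paper's, with a median ratio of 0.996. For *NAC5* the fold change was 5.64 here, and the paper's value is 11.5. Of the alternatives set before the data were examined, the mean over the probe sets of a gene gave 8.90, which is within 1.5 times the paper's value. All others did not reach it: median centring gave 5.73 and quantile normalization 5.64, leaving out an array gave 4.85 to 6.56, and the dim filter, the other variance moderations, the replicate block and the choice without x and s probe sets all left it at 5.64. The other probe sets of *NAC5* had ratios of 10.3 and 12.1.

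The paper counts *DREB1B* among the induced genes, from the arrays and from qRT-PCR, which was not analysed here. Here it was 2.06-fold higher but not called (unadjusted p = 0.157 in limma), and it was called after median centring (unadjusted p = 0.0128) and with the replicate block (unadjusted p = 0.00317). The paper counts *IRL5* among the repressed genes, likewise with qRT-PCR beside the arrays. On the arrays its ratio was 0.534 here. It was short of a 2-fold decrease in each of the 12 settings tried, whose log2 fold changes ran from -0.99 to -0.82, though it was lower in each of them.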

Other observations

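The tests in this part were chosen after the result was seen, apart from the gene lists. The named genes in this paragraph were picked after their values were seen, with no fixed list behind the choice. *DAO*, which encodes a dioxygenase of auxin oxidation, rose 3.11-fold (standard error of the log2 value 0.29, unadjusted p = 0.00759 in limma), and *GH3-8*, which encodes an enzyme that conjugates auxin to amino acids, rose 2.47-fold (standard error of the log2 value 0.15, unadjusted p = 0.00195). *CKX3*, which encodes a cytokinin oxidase, rose 2.34-fold at low intensities of 11.6 and 13.2 in −N and of 24.1 and 34.8 in +N roots (unadjusted p = 0.0134). *ABA8OX1*, which encodes an enzyme of abscisic acid breakdown, was not called, with a log2 fold change of 1.67 (standard error 0.56, unadjusted p = 0.0501), 2.45 between the arrays of replicate 1 and 0.88 between those of replicate 2. Of the transporters, *OsZIP4* for zinc rose 2.64-fold and the sugar transporter gene *SWEET2b* (LOC4326923) 2.80-fold. *ARGOS*, a regulator of organ size, rose 2.46-fold, and *SMR1* 2.17-fold.

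As lists, 1 of 36 auxin response genes rose, *GH3-8*, with 0 adjusted over the list alone (camera, adjusted p = 0.931). Of 5 low-oxygen genes 1 rose, *NSHB1*, while *Adh2* had a log2 fold change of -0.03, and 0 passed when adjusted over the list alone (camera, adjusted p = 0.00914, and adjusted p = 0.840 with an estimated correlation). Of 26 aquaporin genes 0 were called, with a median log2 fold change of -0.08 (camera, adjusted p = 0.0499, and adjusted p = 0.924 with an estimated correlation), and the list no longer passed without dim genes (adjusted p = 0.210) or with the replicate block. In limma 0 genes were called among 6 type-A response regulators (camera, adjusted p = 0.360), 25 ribosomal protein genes (0.200), 5 histone genes (0.288), 29 expansin genes (0.438) and 33 genes of calcium signalling (0.771), and 0 passed in any of these when adjusted over the list alone. The lists of abscisic acid synthesis and breakdown, with 2 measured genes and 0 called, and of reference genes were too small to test. *ACT1*, the reference gene that could be measured, had a log2 fold change of -0.18 (standard error 0.38, unadjusted p = 0.659). No gene could be matched by name to the MAPKKK and glutamine dumper lists, and these lists were not analysed here. Whether *OsWNK5*, which rose, is among the MAPKKK genes of Table 2 is not given in the sources used here.

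Arrays of different replicate number differed more than arrays of different treatment. Splitting the 4 arrays by replicate number called 3774 probe sets, and 2851 of them passed after adjustment in limma, against 274 and 0 for the treatment and 40 and 0 for the crossed split. The splits used values without further scaling. Of the 3774, 3635 were higher in replicate 2 and 139 lower, so the count includes the difference in scale. The 4 arrays allow 3 splits, too few for a share under 0.05. Overall scale alone is argued against, since the replicate 1 minus replicate 2 differences of the treatments still correlated after quantile normalization (r = 0.523 across probe sets, which are not independent replicates). The correlation of the treatment differences was 0.14. This is consistent with a difference, specific to probe sets, that arrays of a number share, such as plants, hybridization or processing done together, and these cannot be separated here. No biological explanation was tested.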
